# Rainbow-Seq: Combining Cell Lineage Tracing with Single-Cell RNA Sequencing in Preimplantation Embryos

**DOI:** 10.1016/j.isci.2018.08.009

**Published:** 2018-08-16

**Authors:** Fernando H. Biase, Qiuyang Wu, Riccardo Calandrelli, Marcelo Rivas-Astroza, Shuigeng Zhou, Zhen Chen, Sheng Zhong

**Keywords:** Preimplantation, Cell fate, Single cell, Lineage tracing, Transposon

## Abstract

We developed the Rainbow-seq technology to trace cell division history and reveal single-cell transcriptomes. With distinct fluorescent protein genes as lineage markers, Rainbow-seq enables each single-cell RNA sequencing (RNA-seq) experiment to simultaneously decode the lineage marker genes and read single-cell transcriptomes. We triggered lineage tracking in each blastomere at the 2-cell stage, observed microscopically inequivalent contributions of the progeny to the two embryonic poles at the blastocyst stage, and analyzed every single cell at either 4- or 8-cell stage with deep paired-end sequencing of full-length transcripts. Although lineage difference was not marked unequivocally at a single-gene level, it became clear when the transcriptome was analyzed as a whole. Moreover, several groups of novel transcript isoforms with embedded repeat sequences exhibited lineage difference, suggesting a possible link between DNA demethylation and cell fate decision. Rainbow-seq bridged a critical gap between division history and single-cell RNA-seq assays.

## Highlights

• Rainbow-seq traces cell division history and reveals single-cell transcriptomes
• A single gene does not exhibit unequivocal lineage difference at 4- and 8-cell stages
• Lineage difference becomes clear when the transcriptome is analyzed as a whole
• Novel RNA isoforms with embedded repeat sequences exhibit lineage difference

## Introduction

A central question to developmental biology is how cells break molecular and functional symmetry during mitotic divisions. Two models have been proposed (Altschuler and Wu, 2010). In one model, a progenitor cell first divides into a set of homogeneous cells, and then these homogeneous cells exhibit different tendencies toward different routes of differentiation (homogeneous model). In the other model, every division creates a pair of cells with slight differences in their molecular profile, and accumulation of these differences leads to cell fate commitment (non-homogenous model).

Mammalian preimplantation development from a zygote to a blastocyst consisting of the functionally differentiated inner cell mass (ICM) and trophectoderm (TE) (Wolpert, 2015) is a perfect example of the symmetry-breaking paradigm (Gardner, 2001, Zernicka-Goetz et al., 2009). The first cell fate decision in mammals was believed to be an example of the homogeneous model (Hiiragi et al., 2006). After fertilization, a mouse zygote was thought to undergo two or more rounds of symmetric cell divisions, which create four or more homogeneous embryonic cells (blastomeres) (Leung and Zernicka-Goetz, 2015, Motosugi et al., 2005). These homogeneous cells further divide and through a stochastic process (Wennekamp and Hiiragi, 2012) eventually self-organize into ICM and TE (Wennekamp et al., 2013) (Figure 1A). However, recent work on single-cell transcriptome profiling reported reproducible inter-blastomere gene expression differences in 2- and 4-cell mouse embryos (Goolam et al., 2016, Biase et al., 2014, Burton et al., 2013, Piotrowska-Nitsche et al., 2005, Shi et al., 2015), offering support to the non-homogeneous model (Vogel, 2005, Hiiragi and Solter, 2006).

**Figure 1:**
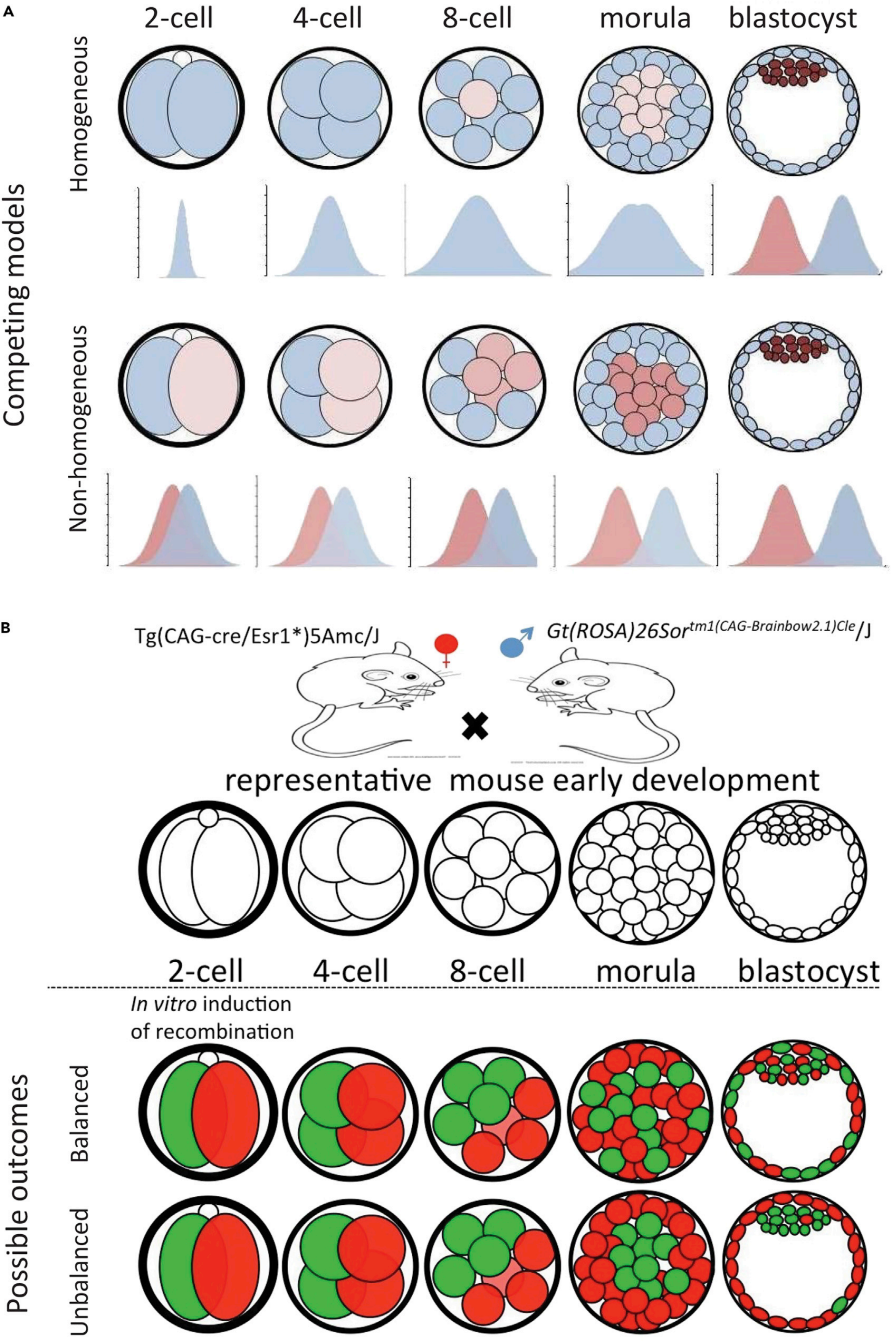
Competing Models and Lineage Tracking Strategy (A) Homogeneous and non-homogeneous hypotheses differ in whether the 2 blastomeres at 2-cell stage have identical tendencies to contribute their descendant cells to inner cell mass (brown) and trophectoderm (blue-gray). (B) Cell lineage tracing was enabled by creation of preimplantation embryos heterozygous for Brainbow sequence and Cre and induction of Cre at 2-cell stage. At blastocyst stage, activated Brainbow genes can exhibit either relatively equal (balanced) or biased (unbalanced) distributions in inner cell mass and trophectoderm. The equal and biased distributions would lend support to the homogeneous and the non-homogeneous hypotheses respectively.

The critical missing information for using single-cell transcriptome profiling to test the competing models is the history of cell divisions (Goolam et al., 2016, Plachta et al., 2011, Torres-Padilla et al., 2007, Rodriguez-Terrones et al., 2018). We approached the challenge of connecting cell-to-cell transcriptome differences at later embryonic stages to progenitor cells by developing Rainbow-seq, which combines cell division lineage tracing (Tabansky et al., 2013) with single-cell RNA sequencing.

Advances in cell-specific genomic barcodes are revolutionizing cell lineage tracing. Leveraging genome editing tools (McKenna et al., 2016, Kalhor et al., 2017, Perli et al., 2016) (Raj et al., 2018) or combinatorial DNA recombination loci (Polylox) (Pei et al., 2017), researchers were able to insert cell-specific exogenous DNA barcodes to the genomes of progenitor cells. The lineage information is propagated by DNA duplication and can be recovered in the progeny by targeted sequencing of the engineered genomic sequences. We reasoned that combining lineage-specific genomic barcodes and single-cell RNA sequencing (RNA-seq) would reveal single-cell transcriptome together with cell division lineage. To maximize the chances of obtaining expressible genomic barcodes, we resorted to the well-tested Brainbow-2.1 construct that can express one of four fluorescent protein genes (green fluorescent protein [GFP], cyan fluorescent protein [CFP], red fluorescent protein [RFP], yellow fluorescent protein [YFP]) (Livet et al., 2007). These fluorescent protein genes interspersed with recombination sites serve as both genomic barcodes and expressible cell markers. Their expression can be examined microscopically, offering an intermediate step of validation before single-cell RNA-seq analysis.

## Results

### Cell Lineage Tracing Starting with 2-Cell Embryos

We generated mouse embryos by crossing a strain that is homozygous for the Brainbow sequence (Cai et al., 2013) with a mouse strain that is homozygous for a tamoxifen-inducible Cre recombinase gene (Figure 1B). Tamoxifen treatment was expected to induce CRE translocation to the nucleus, which in turn could induce recombination on *loxP* sites, and thus lead to activation of one and only one of the four fluorescent protein genes in the Brainbow sequence (Cai et al., 2013). We tested whether these anticipated effects could be achieved by a short application of tamoxifen to early 2-cell embryos (Figure S1A). Upon collection of early 2-cell embryos (42 hours post injection) and a 2-hr 4-hydroxytamoxifen treatment, CRE protein translocated to the nuclei (Figure S1B), and within 1 hr post treatment the nuclear concentration of CRE reduced to the background level (Figure S1B). Embryos that underwent this brief tamoxifen treatment expressed fluorescent proteins at later developmental stages including 4-cell, 8-cell, and blastocyst stages (Figure 2A). Hereafter, we name these early 2-cell-stage hybrid embryos that undergo a 2-hr 4-hydroxytamoxifen treatment as *rainbow embryos*, and the Cre-activated genes as *lineage marker genes*.

**Figure 2:**
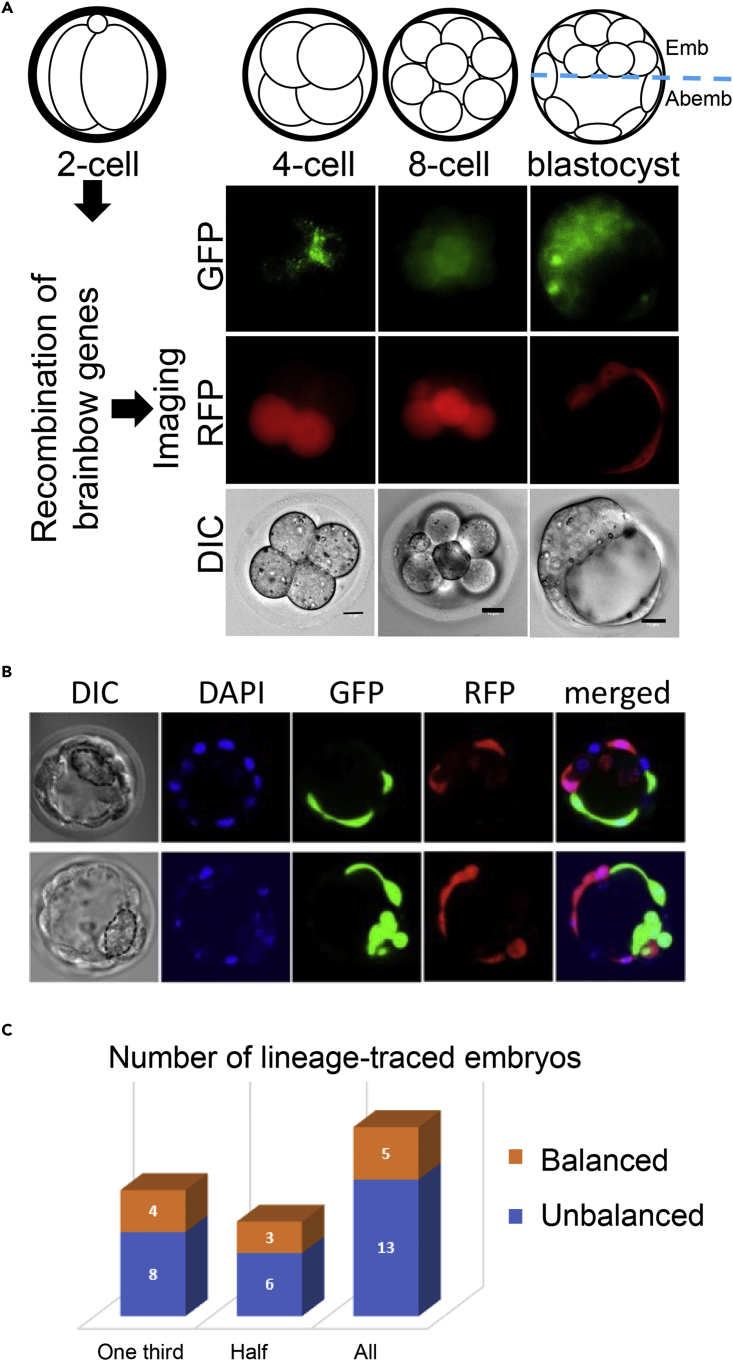
Cell Lineage Tracking in Mouse Preimplantation Embryos (A) Recombination of Brainbow construct was induced in early 2-cell embryos, and images were acquired at 4-cell, 8-cell and blastocyst stages. GFP: GFP, green fluorescent protein; RFP, red fluorescent protein; DIC: differential interference contrast. Scale bar: 15 μm. Images were acquired by a wide-field microscope containing filters for RFP and GFP. (B) Two representative blastocyst-stage embryos imaged with DIC, DAPI, GFP, and RFP channels. (C) Numbers of blastocyst-stage embryos with balanced (orange) and unbalanced (blue) lineage marker expression in the two embryonic poles, with respective counting methods (three lanes). Data from different counting methods are shown in columns, which include the method requiring at least 1/3 cells (one-third) or 1/2 cells (half) expressing either GFP or RFP, and the method of counting all the imaged embryos (all). See also Figure S1.

### Daughter Cells of Blastomeres at 2-Cell Stage Tend to Contribute Inequivalently to Embryonic and Abembryonic Poles at the Blastocyst Stage

We leveraged the Brainbow embryos to revisit the question whether the descendant cells produced by each blastomere of a 2-cell embryo contribute equivalently to embryonic and abembryonic poles in blastocyst-stage embryos (Hiiragi and Solter, 2004, Plusa et al., 2005, Vogel, 2005). Our experiment was designed as follows. First, a total of N blastocyst-stage rainbow embryos would be imaged by a wide-field fluorescent microscope with filters for GFP, RFP, and DAPI (Figures 2A and 2B). Because we had to devote one of three channels to nuclei staining (DAPI) for cell counting, this experimental design would not be able to detect CFP- and YFP-expressing cells. Next, the imaged embryos with more than one-third of their cells in the embryonic pole expressing a detectable lineage marker (either GFP or RFP) would be used for data analysis. A contingency table would be built for each embryo documenting the numbers of GFP-expressing (GFP+) and non-GFP-expressing (GFP-) cells in the embryonic pole and in the abembryonic pole. An odds ratio (OR) would be calculated for each embryo, and if 1/3 < OR < 3, this embryo would be regarded as having balanced GFP+ cells in the two poles, otherwise the embryo would be regarded as having unbalanced GFP+ cells in the two poles. The same analysis would be carried out for RFP.

We imaged 18 early blastocysts expressing RFP and/or GFP, of which 12 embryos had more than one-third of cells expressing fluorescent protein. Eight of these embryos (66%) exhibited unbalanced GFP+ or RFP+ cells in the two poles (first column, Figure 2C). For sensitivity analyses, we used two alternative counting methods to re-estimate the proportion of embryos with unbalanced distribution of cell lineage between the two poles. First, we required the embryos to be included for analysis to have at least 50% of its cells expressing either GFP or RFP, resulting in a total of 9 embryos, of which 6 embryos (66%) exhibited unbalanced GFP+ or RFP+ cells in the two poles (second column, Figure 2C). Second, we counted the GFP+ cells in the embryonic pole (n1) and GFP+ cells in the abembryonic pole (n2) and regarded any embryo with 1/3 <n1/n2< 3 as having balanced GFP+ cells, and did the same counting for RFP. All 18 embryos were included in this analysis, of which 13 embryos (72%) were unbalanced (third column, Figure 2C). Taken together, approximately two-thirds of rainbow embryos exhibited unbalanced distribution of the two cell lineages in the two embryonic poles. Previous efforts obtained discrepant estimates of such a proportion (Piotrowska et al., 2001, Hiiragi and Solter, 2004, Plusa et al., 2005, Vogel, 2005). Our results obtained from rainbow embryos were better aligned with those suggesting more embryos exhibiting unequal contribution of the two lineages than those exhibiting equal contribution to the embryonic and abembryonic poles. These microscopic analyses confirmed that the recombination strategy introduced lineage-specific expressible marker genes and served as a sanity check for downstream Rainbow-seq analyses.

### Single-Cell RNA Sequencing Analysis of Rainbow Embryos

We induced lineage tracking from 2-cell stage and carried out Rainbow-seq on nine 4-cell embryos and four 8-cell embryos. 

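In Rainbow-seq, a blastomere is placed in lineage A or B by the Brainbow-2.1 marker found in its own RNA-seq reads, so that its transcriptome and its descent from one of the blastomeres of the 2-cell embryo come from the same library. At the 4-cell stage, 12 blastomeres were placed in lineage A and 12 in lineage B, from 6 embryos, and 12 more were left unresolved. At the 8-cell stage, 13 were placed in lineage A and 13 in lineage B, from 4 embryos. The authors aligned the reads to mm10, counted the uniquely aligned ones on Refseq genes and RepeatMasker repeats, and deposited a gene table and a repeat table for each stage. The gene values are FPKM. The tables have 24 and 26 columns, the numbers of lineage-resolved blastomeres, but no column name points to a single embryo or cell in the sample labels or in Tables S1 and S2. In the 8-cell tables 5 columns are named NA, which is also the lineage label of the 5 unresolved 8-cell blastomeres, so the names alone do not tell unresolved blastomeres from resolved ones without a name. They are kept in the values here. No blastomere was therefore given an embryo or a lineage here, each stage was treated as a single sample without replicates, and no comparison between lineages was made from these values.

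The paper's Table S1 gives 9033260 to 23079578 uniquely mapped read pairs for the lineage-resolved 4-cell blastomeres, with a median of 17953790, and its Table S2 gives 2758113 to 32283499 for the 8-cell ones. The FPKM values use another total, which their low values show. A gene counted once has the smallest FPKM that its length allows, and the higher values are whole multiples of it. With exon lengths from the RefSeq annotation of GRCm38.p6, the assembly that mm10 is built on, the FPKM denominator of the 4-cell blastomeres was 6.87 M to 16.9 M fragments (M stands for mega), with a median of 13.4 M. That of the 8-cell blastomeres was 2.33 M to 21.7 M, with a median of 17.2 M. The estimate used the 8467 genes of the 4-cell table and the 8590 genes of the 8-cell table that have a single curated transcript. In every blastomere, at least 90.8% of their values between 0.5 and 10 fragments lay within 0.1 of a whole number. On a gene of median exon length, an FPKM of 1 stood for 19.4 to 47.7 fragments in the 4-cell blastomeres and for 6.61 to 61.5 fragments in the 8-cell blastomeres, so a fixed FPKM threshold asked for fewer fragments in a shallower library.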

We lost one blastomere from an 8-cell embryo during the manipulation. We combined the Smart-seq2 full-length RNA-seq protocol (Picelli et al., 2014) with deep paired-end sequencing and produced paired-end 100-nt sequencing data from a total of 67 single blastomeres, including 36 from 4-cell stage and 31 from 8-cell stage (Tables S1 and S2). One 8-cell-stage blastomere did not pass our quality control as it produced fewer than 3 million uniquely mapped sequencing read pairs (Row E13, B7, Table S2). The remaining 66 cells yielded on average 21 million uniquely mapped read pairs (mm10) per cell (Figure S2A). We used single-cell RNA-seq reads mapped to the Brainbow-2.1 sequence to determine which lineage marker gene was expressed and categorized the cells from each embryo into two groups (lineage A and B) based on its expressed marker gene (Lineage column, Tables S1 and S2). Data were insufficient to resolve three 4-cell-stage embryos (12 blastomeres) and four 8-cell-stage blastomeres due to limited sequencing reads mapped onto any lineage marker gene. We deposited all sequencing data into GEO (GSE106287) for public access; however, we limited our analyses to the 50 blastomeres whose lineage can be traced to either one of the sister blastomeres at the 2-cell stage.

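Principal components were computed from log2(FPKM+1) over the 24 4-cell and 26 8-cell blastomeres, with each gene centred and scaled to unit variance. The 13041 genes used were listed in both gene tables and exceeded an FPKM of 1 in at least 1 blastomere. PC1 held 9.31% of the variance and PC2 6.29%, a sum of 15.6%. On PC1 the 4-cell blastomeres ran from -38.2 to 157 and the 8-cell blastomeres from -30.5 to 42.9. The highest 4-cell scores were 157 and 117, and every other 4-cell blastomere had at most 40.7. Of the variance of PC1, 2.03% lay between the stages, and 0.602% to 4.23% with 1 blastomere left out at a time. The blastomeres with scores of 157 and 117 were not left out together. On PC2 the 4-cell blastomeres ran from -55.9 to 6.14, with a median of -12.2, and the 8-cell blastomeres from -9.38 to 89.3, with a median of 5.31. Of the variance of PC2, 36.3% lay between the stages, and leaving out the 8-cell blastomere with the fewest fragments raised that share to 57.0%. On PC2, 25 of the 50 blastomeres fell in the interval where the ranges of the stages overlapped. That number depended on the setting. It was 4 with genes centred but not scaled, and 35 with genes above an FPKM of 1 in at least 25 of the blastomeres. Over all 13041 genes, 5.03% of the variance lay between the stages. The 2 tables were deposited separately, and no test was made between the stages, since blastomeres of an embryo are not replicates and the embryos are not known. With only the 6514 genes above an FPKM of 1 in at least 25 of the blastomeres, the sum of PC1 and PC2 was 24.7%, the largest of the alternatives.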

The first two principle components explained 8% of sample variations, where the developmental stage was a major source of variation (Figure S2B). 

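In the 24 4-cell blastomeres, between 3009 and 8276 of the listed genes exceeded an FPKM of 1, with a median of 7155 and a mean of 6852 per blastomere. No SD is given, because the embryo of each blastomere is not known here. Of the listed genes, 15200 have a RefSeq identifier in the annotation of GRCm38.p6. Counting only those annotated as protein coding, the number per blastomere was 2912 to 7974, with a mean of 6634. A threshold of 5 in place of 1 moved the mean over all listed genes most, to 5445.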

With Fragments Per Kilobase of transcript per Million mapped reads (FPKM) >1 as the threshold for calling expressed genes, the 4-cell-stage blastomeres on average expressed 6,852 coding genes per cell. 

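The 4-cell gene table lists 15218 genes, and each of them was above 0 in at least 1 blastomere. Of these, 13576 exceeded an FPKM of 1 in at least 1 blastomere and 1642 in none. An FPKM above 1 was reached in every blastomere by 1351 genes and in exactly 1 blastomere by 1842 genes. The list holds 14026 genes annotated as protein coding and 758 annotated as lncRNA, and 12667 of the protein-coding genes exceeded an FPKM of 1 in at least 1 blastomere.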

A total of 15,218 coding genes were expressed in at least one 4-cell-stage blastomere. 

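In the 26 8-cell blastomeres, between 3548 and 8078 genes exceeded an FPKM of 1, with a median of 6773 and a mean of 6440 per blastomere. The 8-cell gene table lists 15342 genes, all of them above 0 in at least 1 blastomere, and 13041 of them exceeded an FPKM of 1 in at least 1 blastomere. Of the 14138 listed genes annotated as protein coding, 12211 did so, and the mean number of protein-coding genes above the threshold was 6247 per blastomere. The ranges of the 2 stages overlapped over most of their width, and the difference between their means was not tested.

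**Figure D1:**
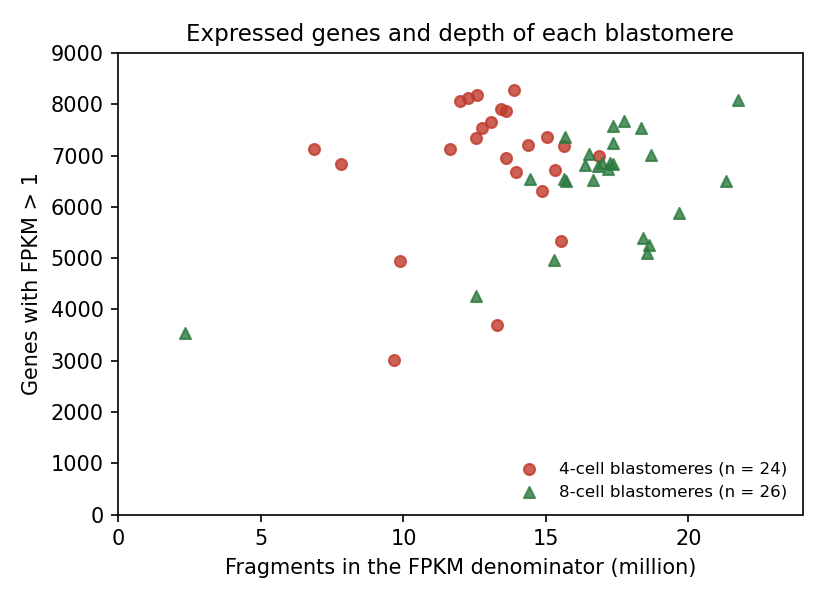
Number of genes with FPKM above 1 (y axis) against the fragments in the FPKM denominator in units of M (x axis), 1 point per blastomere, with circles for the 24 4-cell and triangles for the 26 8-cell blastomeres. The shallowest 8-cell blastomere, at 2.33 M fragments, has 3548 genes, but 3 other 8-cell blastomeres have 5106, 5248 and 5391 genes at 18.5 M, 18.6 M and 18.4 M, and the 4-cell blastomere with 3009 genes has 9.65 M.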

The 8-cell blastomeres on average expressed 6,474 coding genes per cell, with a total of 15,342 coding genes expressed in at least one 8-cell blastomere.

### Transcriptome-wide Expression Difference between Cell Division Lineages

Recognizing that data of individual genes may not provide conclusive evidence to either the homogeneous or the non-homologous model, we analyzed data of the entire transcriptome. We carried out two transcriptome-wide tests. First, we tested whether there is non-zero probability for any subset of genes to exhibit greater between-lineage variation than embryo-to-embryo variation. To this end, we fit a generalized linear model to every gene (*g*) and calculated the sum of squares to account for the between-lineage variation $\left(SS_{lineage\;}^{g}\right)$ and embryo-to-embryo variation $\left(SS_{embryo}^{g}\right)$. For every gene, we calculated the ratio $\left(r^{g}\right)$ of lineage sum of squares to combined sum of squares of embryo and lineage. The empirical distribution of this ratio (denoted as *R*) exhibited greater tail probabilities than a series of three β distributions, β(2,5), β(1,3), and β(5,5), each of which has non-zero probability in any non-singular interval near 1 ([1-δ,1],(δ> 0)) (Figures 3A–3D). The non-zero probability for a subset of genes to exhibit greater lineage variation than embryo variation suggests a transcriptome-wide difference between the two division lineages.

**Figure 3:**
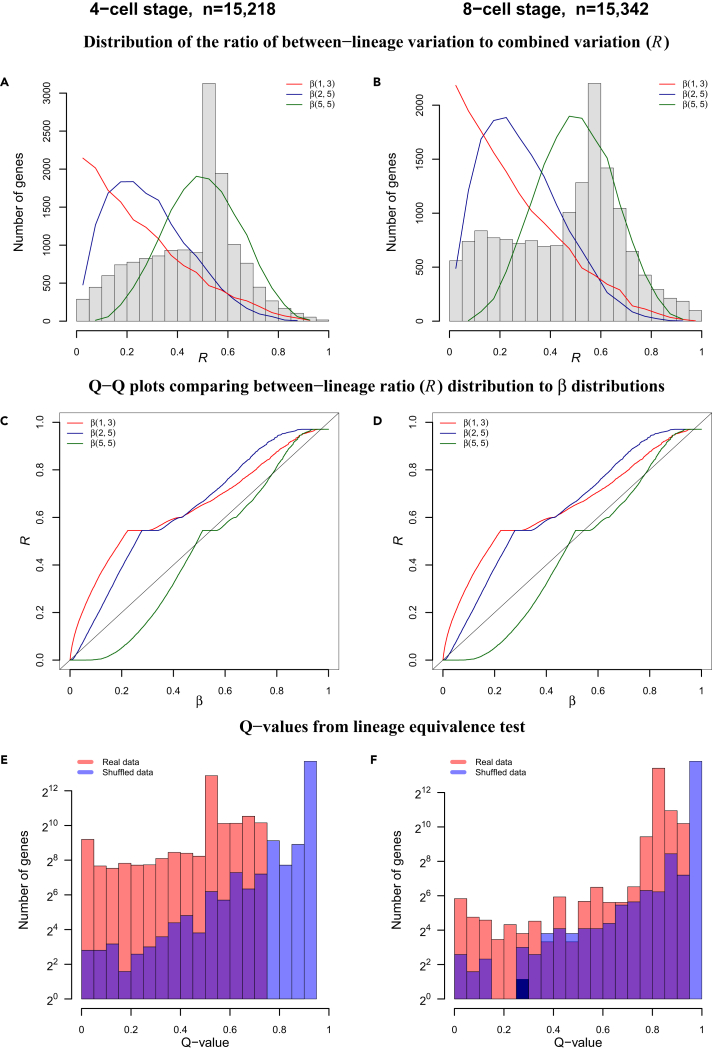
Transcriptome-wide Differences between Two Lineages (A and B) Empirical distributions of random variable R (ratio of between-lineage variation to combined variation) in 4-cell (A) and 8-cell-stage (B) embryos, superimposed with a series of β distributions [red: β(1,3), blue: β(2,2), green: β(5,5)]. (C and D) Q-Q plots of *R* versus a series of β distributions in 4-cell (C) and 8-cell (D) stage embryos, where red, blue, and green represent β(1,3), β(2,2), and β(5,5), respectively. (E and F) Distributions of q-values from lineage equivalence tests based from real data (red) and shuffled data (blue) in 4-cell (E) and 8-cell-stage (F) blastomeres. See also Figure S2 and Tables S1 and S2.

Second, after a gene-by-gene test of the null hypothesis that this gene does not exhibit between-lineage expression differences (ANOVA, Transparent Methods), we obtained the empirical distribution of the q-values for all the genes from such a test (red bars, Figures 3E and 3F). To derive a background distribution, we shuffled the lineage labels on every blastomere and carried out the same test (blue bars, Figures 2E and 2F). The distribution of q-values from real data was skewed toward lower values when compared with the q-values from shuffled data (p value < 2.2 × 10^−16^, Kolmogorov test), reflecting a transcriptome-wide difference between the two cell division lineages.

### Specific Genes with Expression Differences between Cell Division Lineages

The genes with the largest between-lineage differences in transcript abundance at 4-cell stage were involved in the basic transcription machinery including *Gtf2f1* (General Transcription Factor IIF Subunit 1, TFIIF) and *Eloa* (RNA Polymerase II Transcription Factor SIII Subunit A1, SIII), negative regulations of P53 activity (*Aurkb*) and WNT signaling (*Ctnnbip1*, Inhibitor of Beta-Catenin and Tcf4), nuclear pore complex (*Nup35*), protein synthesis in cytoplasm (*Rbm3*) and mitochondrion (*Mrpl10*), endoplasmic reticulum (ER) biogenesis (*Atl2*), and glycogen synthesis (*Fbp2*) (Figure 4A). The genes with the largest between-lineage variations at 8-cell stage were transcriptional suppressors *Bclaf1* and *Smad7*, the chromatin remodeler *Atrx* involved in deposition of H3K9me3, histone demethylase *Kdm2b* related to removal of active histone marks including H3K4me3, vesicle trafficking and secretory pathways including Golgi membrane proteins *Glg1* and *B4galnt2*, *trans*-Golgi network, *Snx15* and Golgi-to-ER transport *Stx8* (vesicle fusion, Golgi-to-ER transport), cell shape modulator *Fez2*, and the lincRNA genes *Gm12514* and *GM14617* (Figure 4B). Interestingly, suppression of H3K4 demethylase *Kdm2b* in mouse oocytes resulted in impaired blastocyst formation (see extended Figure 6E in Liu et al. (2016)). Even though the above-mentioned genes appeared to support the non-homologous model, the absolute expression difference is small (Figure 4) and statistical significance is obscure due to limited sample size and multiple comparisons. At this point, it became clear that the statistical tests based on the entire transcriptome (Figure 3) served to better evaluate the two competing models than any possible test based on any individual gene.

**Figure 4:**
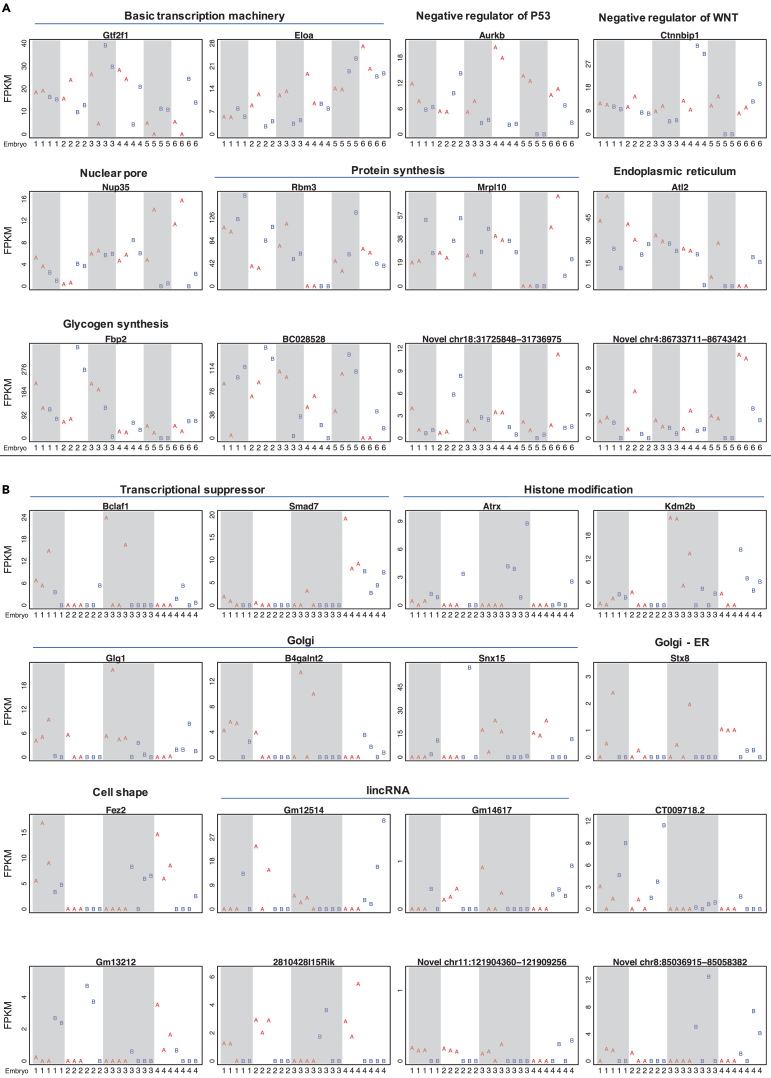
Genes with differential expression between two lineages. Genes with the between-lineage differences at 4- (A) and 8-cell (B) stages. FPKM (y axis) of every blastomere (column) in each embryo (marked by embryo number in columns). Shaded columns delineate different embryos. The blastomeres of the two lineages are marked with A (red) and B (blue).

### Transposon-Related Novel Transcript Isoforms

We tested whether any novel transcript isoforms were specifically expressed in early-stage preimplantation embryos. To this end, we combined all the Rainbow-seq datasets to obtain over 2.1 billion paired-end reads, of which over 1.6 billion read pairs could be uniquely mapped to the genome (mm10). Using Cufflinks (v2.2.1 with g parameter), we recorded a total of 20,371 novel transcript isoforms, corresponding to 7,594 annotated genes. Among these novel isoforms, 3,632 (17.8% of all novel isoforms) contained transposon sequences according to Repeatmasker database (February 2015 release) (Figure 5A), which will be referred to as Transposon Related Novel Isoforms (TRENI). These 3,632 TRENIs corresponded to 1,701 Refseq genes, in which “poly(A) RNA binding,”“RNA binding,” “nucleotide binding,” and “nucleic acid binding” were enriched (Benjamini adjusted p value < 1.1 × 10^−7^; Gene Ontology functions [DAVID v6.8]) (Figure 5B), suggesting a recurring theme in RNA binding and processing.

**Figure 5:**
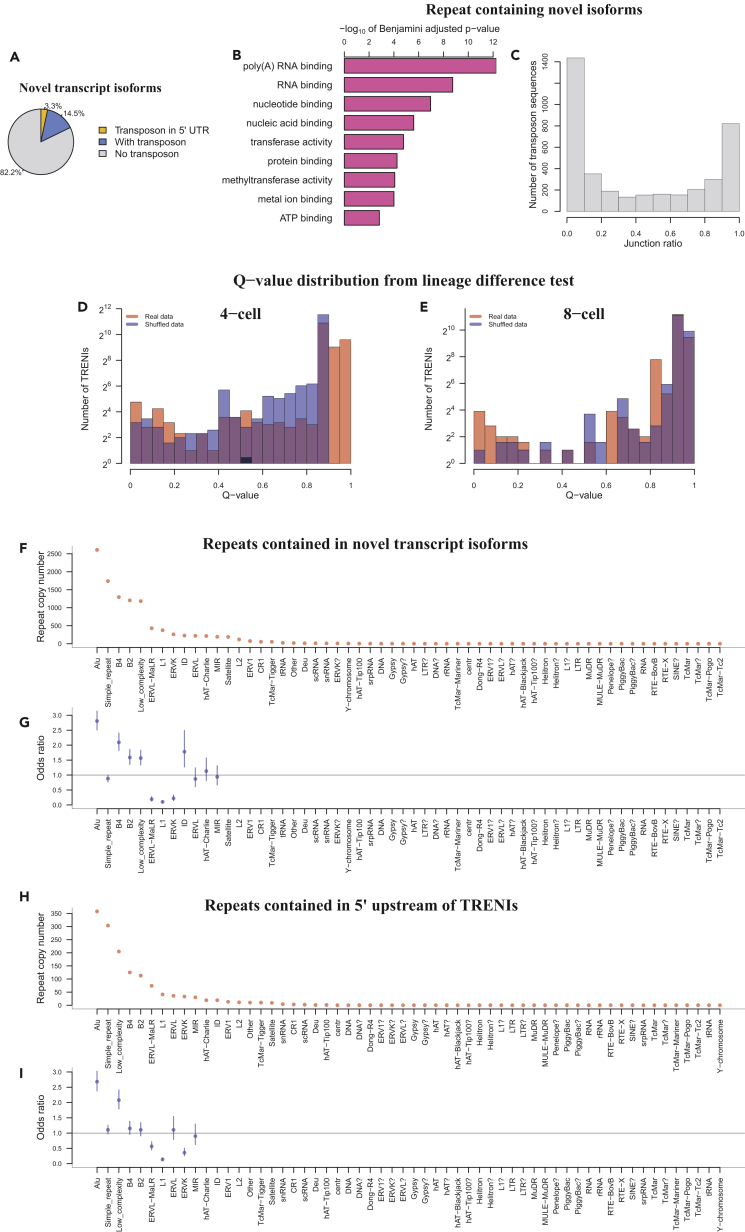
Transposon Related Novel Isoforms (TRENIs) (A) Pie chart of novel transcript isoforms, including 16,739 that do not contain any repeat sequence (gray) and 3,064 and 673 isoforms with transposons located downstream to start codons (blue) and in 5′ UTRs (yellow). (B) Enriched GO molecular functions in TRENIs, ranked by multiple hypothesis testing adjusted p values. (C) Histogram of junction ratios for all TRENI-containing transposons. (D and E) Histogram of TRENIs' q-values derived from tests of equivalent expression between lineages at 4- (D) and 8-cell (E) stages, based from real data (red) and shuffled data (blue). (F) Copy number of repeats contained in TRENIs, categorized by transposon family (columns). (G) Odds ratios between TRENIs and each repeat family (columns). Vertical bars: 95% confidence intervals. Odds ratio was not calculated for those repeat families when the TRENIs associated with a repeat family were fewer than 20. (H) Copy number of repeats contained in TRENIs' 5 UTRs, categorized by transposon family (columns). (I) Odds ratios between 5′UTR-TRENIs and each repeat family (columns). Vertical bars: 95% confidence intervals. Odds ratio was not calculated for those repeat families when the 5′UTR-TRENIs associated with a repeat family were fewer than 20. See also Figures S3–S6.

We asked whether the incorporation of these transposons in TRENIs were supported by junction reads spanning across the transposon and the nearest known Refseq exons. To this end, we computed the ratio of junction reads and the total number of reads aligned to each transposon, hereafter denoted as junction ratio (JR, Transparent Methods). We identified 3,902 transposons contained in TRENIs, of which 2,817 (72.19%) exhibited a JR of 0.9 or above (Figure 5C).

To test whether TRENIs exhibit between-lineage expression difference, we derived a q-value for each of the 3,632 TRENIs by ANOVA (Transparent Methods). For comparison, we shuffled the lineage labels on all blastomeres and derived q-values again (background q-values). The distribution of real data q-values differed with that of background q-values (p value < 2.2 × 10^−16^, Kolmogorov test) (Figures 5D, 5E, and S3). More importantly, a total of 37 TRINEs exhibited q-values less than 0.01, whereas none of the background q-values were less than the same threshold (Figure S3). Finally, all the repeats expressed in 4- and 8-cell embryos, regardless of whether they were contained within TRINEs, did not exhibit statistically discernable between-lineage differences (the distribution of q-values derived from real data was not different from that of shuffled data) (Figure S4).

### Murine Alu Makes the Largest Contribution to Novel Transcript Isoforms

We asked whether different repeat families contributed equally to TRENIs. In the total of 58 repeat families (RepeatMasker) 18 families had 20 or more genomic copies included in TRENIs (Figure 5F). To account for genome-wide copy numbers of each repeat family, we calculated the OR for each repeat family to be contained in TRENIs. When repeat families were ranked by this OR, murine Alu, B4, ID, and B2 were most enriched in TRENIs (Figure 5G). We asked whether the association between any repeat family and TRENIs would became more pronounced when only high-confidence transposon-containing TRENIs were included in the analysis. To this end, we repeated the above analysis using only the 2,817 transposons with JR ≥ 0.9, which resulted in similar ORs with Alu being the most enriched repeat family (Figure S5).

Next, we asked whether different repeat families contributed equally to TRENIs' 5′ UTR. There were a total of 673 (18.53%) TRENIs in which the transposons were inserted in the 5′ upstream to previously annotated start codons (5′ UTR-TRENIs) (Figure 5H), among which 418 contained murine Alu, simple repeat, low complexity, and B4 and B2 repeats in 5′ UTRs, where murine Alu alone accounted for more than three hundred 5′ UTRs (Figure 4H). We calculated the OR to quantify the association of transposons in each transposon family to 5′UTR-TRENIs. Murine Alu exhibited the largest enrichment to 5′ UTRs in these novel transcript isoforms (OR = 3.03, p value = 0, chi-square test) (Figure 4H). In contrast, the other repeat families exhibited either moderate enrichment (1 < OR <1.5) or depletion (OR <1) in 5′ UTR-TRENIs (Figure 5I). Finally, 9 and 26 5′ UTR-TRENIs exhibited expression differences between the two division lineages at 4- and 8-cell stages, respectively, including novel transcript isoforms of *Gata4* (Figure S6A) and *Khdc1a* (Figure S6B).

## Discussion

### Lack-of-Continuity Dilemma

Not a single gene has been reported to exhibit continuous between-lineage expression difference starting from the two blastomeres at 2-cell stage until the formation of ICM and TE at blastocyst stage. This is not completely unexpected considering that comprehensive transcriptome analyses revealed highly dynamic gene transcription in early-stage mouse preimplantation embryos (Kidder and Pedersen, 1982, Xie et al., 2010), likely attributable to combined effects of cleavage-related split of RNA pool, RNA degradation, and zygotic genome activation (Biase et al., 2014). The lack of identified single gene(s) with continuous expression divergence posed a dilemma to the non-homologous hypothesis, in that if the two blastomeres at 2-cell stage are poised for cell fate decisions, what could to be the molecular means to record and later exhibit such a difference? Hereafter we call this dilemma the lack-of-continuity dilemma.

### Reconciliations to Lack-of-Continuity Dilemma

The dilemma was rooted in the non-homogenous model and may be resolved in several ways. First, the cell fate decision is initiated after the first cleavage. This idea essentially refutes the non-homogeneous model for the first cleavage. Second, the lineage difference is passed from one gene activated at an earlier stage, for example, 2-cell stage, onto another gene activated at a later stage. Given that the transcription rate and mRNA half-life are both an order of magnitude smaller than the time of a cleavage, this model is within the boundaries of biophysics principles. Third, the lineage difference is recorded in the order of expression levels of a pair or list of genes, and this order is preserved throughout preimplantation development. For example, at 2-cell stage the expression level order is A > B in one blastomere and B > A in the other blastomere, and such an order is preserved in the ICM and TE. The third explanation was supported by single-cell RNA-seq data (Biase et al., 2014). Taken together, there are plausible means to explain the dilemma while withholding the homologous model.

### The Rainbow-seq Approach

Rainbow-seq addresses the lack-of-continuity dilemma from another perspective. The main idea is to combine cell division tracing with single-cell RNA-seq. A genetic cell-lineage tracer was activated at 2-cell stage and analyzed at later stages. This method has two advantages. First, activation of distinct tracer genes in each blastomere's genome was achieved by a relatively simple procedure. Second, through a genetic tracer embedded in the genome, DNA duplication ensured inheritance of the tracer during cell divisions. We used Rainbow-seq to test the consequential events of two cell division lineages created by the first cleavage.

### The Lineage Difference Lies in the Collective Behavior of Many Genes

When each gene is individually analyzed, even the most significant genes only exhibited small expression differences between the lineages (Figure 4). However, the difference of the two lineages became clear when the entire transcriptome was analyzed as a whole. In other words, the collective distribution of transcriptome exhibited a significant difference in the two cell division lineages (Figure 3). This observation has important implications. On the one hand, it repeated once again the negative results of previous studies that not a single gene exhibited clear difference between the two division lineages created by the first cleavage. On the other hand, the two division lineages in fact exhibit pronounced difference, which lies in the integral expression of many genes. To translate this difficult concept, we would like to make an analogy that “the individual seed beads all look similar, but two bead-woven crafts can exhibit very different patterns.”

Recent studies have reported inter-blastomere expression difference of several specific genes at the 4-cell stage or later stages (Biase et al., 2014, Burton et al., 2013, Piotrowska-Nitsche et al., 2005). This study pushed the initiation time point of between-blastomere difference to the 2-cell stage. The top-ranked genes with between-lineage differences appeared to emphasize a theme of negative regulation, including inhibitors of the WNT pathway *Ctnnbip1* (*Inhibitor of Beta-Catenin and Tcf4*) (Tago et al., 2000) and *Smad7* (Han et al., 2006), *aurora kinase B* that negatively regulates P53's transcriptional activity by promoting its degradation (Gully et al., 2012), chromatin remodeler *Atrx* that promotes repressive histone mark H3K9me3 and formation of heterochromatin (Sadic et al., 2015), histone demethylase *Kdm2b* that removes active histone mark H3K4me3 (Tsukada et al., 2006), and glycosyltransferase *B4galnt2* involved in negative regulation of cell-cell adhesion (Kawamura et al., 2005) (Figure 4). Considering that negative feedback as exemplified in Delta-Notch signaling is perhaps the best known molecular mechanism for neighboring cells to take on divergent functions (Artavanis-Tsakonas et al., 1999), the emergence of negative regulators from Rainbow-seq analysis may allude to cell-cell communication between the first two cell lineages. The other emerged theme of vesicle trafficking and secretion as exemplified by *Atl2*, *Glg1*, *B4galnt2*, *Snx15,* and *Stx8* is consistent with the idea of cell-cell communication at very early embryonic stages (Calarco-Gillam, 1986) (Sozen et al., 2014). Finally, *Fbp2*'s divergent presence in the two lineages is reminiscent of a sperm-related embryo patterning hypothesis (Zernicka-Goetz, 2002, Takaoka and Hamada, 2014), considering the presence of *Fbp2* mRNA in mouse sperm (Schuster et al., 2016) and interactions of FBP2 and ALDOA, a sperm-head protein essential for sperm-egg interaction (Petit et al., 2013).

### Contribution of Transposon Related Novel RNA Isoforms (TRENI) and DNA Demethylation to Lineage Difference

A group of novel transcript isoforms of known genes that contained repeat sequences, called TRENIs, exhibited lineage difference, especially at the 8-cell stage (Figure 5D). The lineage difference is more pronounced in each group of TRENIs (Figures 5D and 5E) than an individual TRENI (Figure S6), reinforcing the idea that lineage difference at such early stages of development is marked by the cumulative behavior of many genes. At 8-cell stage, chromatin remodeler *Atrx* that responds to DNA demethylation and suppresses the expression of hypomethylated repeat sequence in preimplantation embryos (He et al., 2015) exhibited between-lineage expression difference (Figure 4B). These data suggest a model where DNA demethylation on repeat sequence is asymmetrically compensated by ATRX in the two cell lineages, leading to differential expression of transposon-containing transcripts (Figure 6). Murine Alu repeats were most enriched in TRENIs, and the murine Alu family was the only repeat family with significant enrichment at the 5′UTR of TRENIs. These expression data may offer an explanation to the selective retention of Alu repeats to upstream and intronic regions of known genes (Tsirigos and Rigoutsos, 2009), where the selectively retained Alu repeats are part of rare transcript isoforms, which are specifically expressed in preimplantation embryos. Furthermore, asymmetric suppression of these repeats leads to asymmetric expression of genes required for the first cell fate decision, which is the functional force for selective retention. Consistent with this idea, the same group of genes involved in “RNA binding” were enriched in TRENIs and were reported by an independent analysis as the neighboring genes to selectively retained Alu repeats (Tsirigos and Rigoutsos, 2009). However, the other transcripts of repeat sequences that were expressed in preimplantation embryos (Rodriguez-Terrones and Torres-Padilla, 2018) but not contained within TRENIs did not exhibit statistically discernable lineage differences (Figure S4).

**Figure 6:**
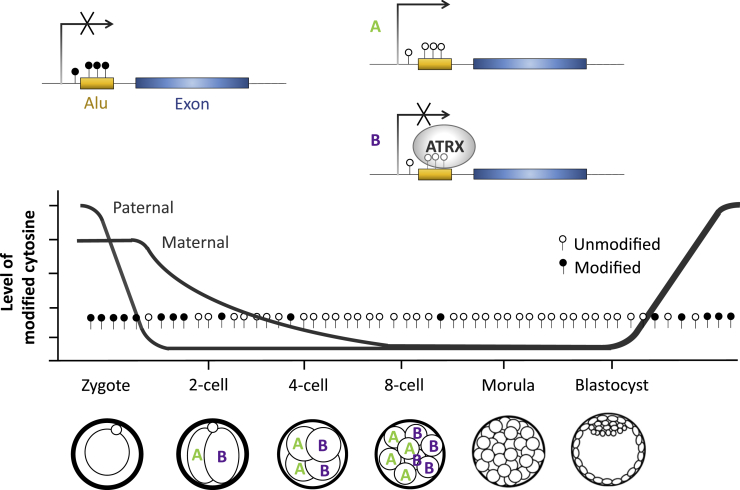
A Model of Repeat Sequence-Related Lineage Difference Decrease of modified cytosine (filled circles) allows repeat sequence (yellow) to be expressed (A). *Atrx* is expressed in one lineage where ATRX preferentially attaches to hypomethylated (empty circles) repeats and suppresses their expression (B).

### Limitations of the Study

#### Tradeoff between the Number of Embryos and Sequencing Depth

Our experimental design was determined by our analysis goals. The goals of identifying potentially very small inter-blastomere differences and novel transcript isoforms required deep paired-end sequencing of full-length transcriptome in single cells. Most single cells in this study produced 20 to 30 million uniquely mapped 100-nt read pairs, which are 40–60 million uniquely mapped 100 nt reads per cell. Sequencing cost remains a limitation at this sequencing depth. If future applications do not care about transposon-produced transcripts or novel RNA isoforms, further experiments can significantly reduce the sequencing depth, use single-end sequencing, and even replace with other protocols that do not sequence full-length transcripts. As a tradeoff, more single cells can be sequenced.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: Rainbow-Seq: Combining Cell Lineage Tracing with Single-Cell RNA Sequencing in Preimplantation Embryos
**Source:** iScience. 2018 Aug 16;7:16–29. doi: 10.1016/j.isci.2018.08.009
**Supplement:** Document S1. Transparent Methods, Figures S1–S6, and Tables S1 and S2

**ISCI, Volume 7**

## **Supplemental Information**

**Rainbow-Seq: Combining Cell Lineage**

**Tracing with Single-Cell RNA Sequencing**

**in Preimplantation Embryos**

**Fernando H. Biase, Qiuyang Wu, Riccardo Calandrelli, Marcelo Rivas-Astroza, Shuigeng Zhou, Zhen Chen, and Sheng Zhong**

## **Transparent Methods**

### **Generation of rainbow mouse embryos**

All the procedures for animal handling and breeding were approved by Institutional Animal Care and Use Committees of University of California San Diego. For the generation of rainbow embryos, we crossed two transgenic strains obtained from Jackson Laboratory. The strain STOCK Gt(ROSA)26Sortm1(CAG-Brainbow2.1)Cle/J (stock number 013731, RRID:SCR\_004894) is homozygous for one copy of the brainbow construct v2.1, and the strain STOCK Tg(CAG-cre/Esr1\*)5Amc/J (IMSR Cat# JAX:004453, RRID:IMSR\_JAX:004453) is homozygous with one copy of the gene coding CRE protein. We crossed mice from each of the strains (1:1) to generate hybrid embryos containing one copy of the brainbow construct v2.1 and one copy of the Cre gene.

Adult female mice were estrous-synchronized and super-ovulated by two consecutive intra-peritoneal injections of hormones (to 2.5 IU of hCG and 5IU of PMSG, PG600, Intervet). The injections were administered 48 hours apart, and following the second injection, females and males were mated (1:1). Two-cell embryos were collected 46 hours post second hormonal injection (hpi) and incubated (37°C, 5%CO<sub>2</sub>, 100% humidity) for two hours with 4-Hydroxytamoxifen (100µm, Sigma) in KSOM media (Millipore).

### **Embryo imaging**

Tamoxifen-treated embryos were cultured *in vitro* (37°C, 5%CO<sub>2</sub>, 100% humidity) until reaching 4-cell, 8-cell or blastocyst stages (~ 54, 70 and 90hpi, respectively), briefly treated with NucBlue™ Live Cell Stain (Invitrogen) in KSOM media and taken to wild-field inverted fluorescent microscope (Olympus). Embryos were imaged in KSOM media, with filter cubes for DAPI (Ex: 350/50x, Em: 460/50m), GFP (Ex: 480/40x, Em: 535/50m), RFP (Ex: 545/25x, Em: 605/70m) and differential interference contrast, and a 40x dry objective (NA=0.95, WD=0.18mm). Images were captured with an ORCA R2 monochromatic CCD camera (Hamamatsu) at 2µm spacing intervals in the z-axis, and rendered in MetaMorph software (Molecular Devices). Images were further evaluated in ImageJ software (Schneider et al., 2012).

### **Immunocytochemistry assay**

Two-cell embryos were fixed in methanol at -20°C overnight, washed in PBS (supplemented with 0.1% BSA), and incubated for 5 min in permeabilization solution (PBS, 0.1% BSA, 0.1%

Triton X-100). Embryos were then incubated for 1 h in blocking solution (PBS, 0.1% BSA, 10% bovine fetal serum), following incubation with Monoclonal Anti-Cre antibody (Sigma-Aldrich Cat# C7988, RRID:AB\_439697, 1:100 dilution in blocking solution) for 2 h at room temperature. After three PBS (0.1% BSA) washes, indirect detection was possible by immersing the embryos in blocking solution with Goat Anti-Mouse IgG1 (y1) Antibody, Alexa Fluor 594 Conjugated (Innovative Research Cat# 322588, RRID:AB\_1502303, 1:500 dilution). Following three washes with PBS (0.1% BSA), embryos were immersed in blocking solution containing Mouse anti-Tubulin-Alexa-488 (Innovative Research Cat# 322588, RRID:AB\_1502303, 1:25 dilution) for 1 h. Embryos were washed in PBS (0.1% BSA) supplemented with NucBlue Fixed Cell Stain ReadyProbes (Invitrogen), and preserved with Prolong Gold (Invitrogen). Embryos were scanned with a Fluoview FV1000 confocal microscope (Olympus), with the aid of a 40× oil objective.

### **Assessment of color-coded distribution of cells in blastocysts**

Blastocyst images were visually inspected by one investigator. Cells were identified with the by their nucleus staining with DAPI. The cells were classified according to two criteria: First, cells were assigned to the embryonic (em) or abembryonic (abe) pole of the embryo. Second, the cells were color coded as red, green or no-color.

### **Single-cell RNA-sequencing**

Four- (n=9) and 8-cell (n=4) embryos imaged and having two or more cells expressing at least one of the fluorescent proteins (RFP or GFP) were subjected to single-cell RNA-sequencing. Embryos were briefly treated with Tyrode's acid solution (Sigma) for removal of zona pelucida. The embryos were washed in PBS and incubated in Trypsin solution (Invitrogen) with RNase inhibitor (1IU/μl, Clontech) and BSA (50μg/μl) for the separation of the blastomeres. The blastomeres were separated by gentle pipetting, washed in PBS supplemented with RNase inhibitor and BSA, and snap frozen in individual micro-centrifuge tubes.

We amplified the cDNA of individual blastomeres according to the SMART-seq2 protocol (Picelli et al., 2014), followed by library preparation using Nextera XT DNA Sample Prep Kit (Illumina). The yields of cDNA and library amplification were assessed by Qubit (Invitrogen), and the quality of the distribution was assessed by Bioanalyzer (Agilent). Libraries were sequenced to produce pair-end reads of 100 nucleotides each in a HiSeq 2500 sequencer (Illumina).

## Alignment of sequencing reads to fluorescent protein genes in brainbow construct v2.1

Sequencing reads from each cell were aligned to DNA sequences of the four fluorescent protein genes present on brainbow construct v2.1 (Addgene plasmid repository 18723) using STAR aligner. Reads that aligned exclusively to one of the sequences were used for counting. Cells were assigned a color coding (RFP, YFP, CFP or GFP) according to the greatest number of reads matching to one of the fluorescent proteins, or NA when no read aligned to any of the DNA sequences.

## Alignment to the reference genome

STAR (STAR\_2.5.1b, default parameters) was used to align single-cell sequencing reads to the reference genome (mm10, UCSC). Only uniquely aligned reads were used for the following analyses. Annotation files for Refseq genes and RepeatMasker defined repeats were downloaded from UCSC (February 2015), which contained a total of 24,225 genes and 5,138,231 repeats, respectively. These annotation files and the uniquely mapped reads in each cell were given as input to HTSeq-count (version 0.9.1) for counting of reads associated with each gene or repeat.

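HTSeq-count gives the number of reads that fall on each annotated gene or on each single copy of a repeat, and the deposited gene values are such counts scaled to FPKM. The unit of the repeat values is not stated, so only values above 0 are counted here. A row stands for 1 copy of a repeat at 1 place in the genome, not for a repeat family. The 4-cell repeat table lists 278683 copies, which is 5.42% of the paper's 5138231 annotated repeats, and the 8-cell repeat table lists 327627 copies, or 6.38%. Every listed copy was above 0 in at least 1 blastomere. The 4-cell blastomeres had 22238 to 56875 copies above 0, with a median of 36838, and the 8-cell blastomeres had 9582 to 64388, with a median of 36262. The 9582 copies were those of the 8-cell blastomere with 2.33 M fragments, and the next lowest 8-cell number was 19253. At the 4-cell stage 152622 copies were above 0 in exactly 1 blastomere, 54.8% of those listed, and 1391 were above 0 in every blastomere. At the 8-cell stage 195952 copies, 59.8%, were above 0 in exactly 1 blastomere and 1242 in every blastomere. Copies whose name starts with B1, the murine Alu, made up 21.1% of the 4-cell list and 19.1% of the 8-cell list.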

## Principle component analysis

Principle component analysis was carried out based on all the genes that exhibited FPKM>1 in at least one blastomere.

## Analysis of variance (ANOVA) analysis

A generalized linear model was fit to every gene as follows:

$$Y_{ijk}^g = u^g + \alpha_i^g + \beta_{ij}^g + \varepsilon_{ijk}^g$$

where  $Y_{ijk}^g$  is the observed expression level ( $\log_2(\text{FPKM}+1)$ ) of gene  $g$  in embryo  $i$ , lineage  $j$  ( $j = 0,1$ ), cell  $k$ ;  $u^g$  is the average expression level of gene  $g$  in all cells;  $\alpha_i^g$  is the embryo-effect to average expression;  $\beta_{ij}^g$  is the difference of expression levels between the two cell division lineages;  $\varepsilon_{ijk}^g$  is the error term. 

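The model splits the variation of a gene over the lineage-resolved blastomeres of a stage into a part between embryos, a part between the lineages inside each embryo and a residual part between blastomeres of the same lineage and embryo. With the 6 embryos and 24 blastomeres of the 4-cell stage, these parts have 5, 6 and 12 degrees of freedom. With the 4 embryos and 26 blastomeres of the 8-cell stage, they have 3, 4 and 18. The lineage letter is nested in the embryo, so the F-test asks whether the lineages differ inside embryos and does not require the same direction in each. The ratio R of the main text divides the lineage sum of squares by the sum of the lineage and embryo sums of squares, without dividing either by its degrees of freedom. The deposited values that enter the model are per blastomere, and they were not split by embryo or lineage here.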

R package {stats} was used to implement this linear model and test for every gene the null hypothesis that no reproducible expression differences between the two division, namely  $\beta_{ij}^g = 0$ . To account for multiple hypothesis testing, R package {qvalue} was used to compute q-values from ANOVA derived p-values.

ANOVA analysis for TRENIs was carried out in the same way as for genes, except that index  $g$  in the above generalized linear model was used as the index for TRENIs.

### Comparison of lineage variation and embryo variation

For every gene ( $g$ ) we calculated the ratio ( $r^g$ ) of lineage sum of squares to combined sum of squares of embryo and lineage as

$$r^g = SS_{lineage}^g / (SS_{embryo}^g + SS_{lineage}^g).$$

The random variable ( $R$ ) of ratio of lineage sum of squares and combined sum of squares of embryo and lineage was defined as

$$R = SS_{lineage} / (SS_{embryo} + SS_{lineage}).$$

### Identification of novel transcript isoforms

Novel transcript isoforms were identified by Cufflinks (v2.2.1 with -g parameter) (Trapnell et al., 2012) with all Rainbow-seq data. Repeat sequences that overlapped with any Refseq annotated exons were removed from further analysis. TRENIs were identified by intersecting the remaining repeats with novel transcript isoforms using bedtools (2.27.0) (Quinlan and Hall, 2010).

### Calculation of junction ratio

For each repeat sequence (indexed by  $i$ ), HTSeq-count (version 0.9.1) was used to count the number of reads mapped to this repeat ( $T_i$ ) and the number of reads spanning the junction of this repeat and nearby exons ( $S_i$ ). Junction ratio ( $JR$ ) for the  $i^{\text{th}}$  repeat was calculated as  $JR_i = T_i/S_i$ .

### Analysis of association between repeat families and TRENIs

Repeat families and the correspondence of individual repeat sequences to repeat families were retrieved from RepeatMasker (February 2015). A contingency table was built for each repeat family and TRENIs as follows.

|                            | Contained within TRENIs | Not contained in TRENIs |
|----------------------------|-------------------------|-------------------------|
| Is a member of this family | $a$                     | $b$                     |
| Not a member               | $c$                     | $d$                     |

In the above table  $a, b, c, d$  are counts of repeat sequences and they sum to the total number repeat sequences (5,138,231). Odds ratio representing the degree of association between this repeat family and TRENIIs was calculated as

$$OR = (a \times d)/(b \times c).$$

Ninety five percent confidence interval for odds ratio was calculated as

$$e^{\log(OR) \pm [1.96 \times SE(\log(OR))]},$$

where  $SE(\log(OR)) = \sqrt{\frac{1}{a} + \frac{1}{b} + \frac{1}{c} + \frac{1}{d}}.$

### Data and software availability

We deposited all sequencing data into GEO (GSE106287) for public access.

### Reference

- PICELLI, S., FARIDANI, O. R., BJORKLUND, A. K., WINBERG, G., SAGASSER, S. & SANDBERG, R. 2014. Full-length RNA-seq from single cells using Smart-seq2. *Nat Protoc*, 9, 171-81.
- QUINLAN, A. R. & HALL, I. M. 2010. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics*, 26, 841-2.
- SCHNEIDER, C. A., RASBAND, W. S. & ELICEIRI, K. W. 2012. NIH Image to ImageJ: 25 years of image analysis. *Nat Methods*, 9, 671-5.
- TRAPNELL, C., ROBERTS, A., GOFF, L., PERTEA, G., KIM, D., KELLEY, D. R., PIMENTEL, H., SALZBERG, S. L., RINN, J. L. & PACHTER, L. 2012. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc*, 7, 562-78.

## SUPPLEMENTARY FIGURES

Figure S1. Tamoxifen induced nuclear localization of Cre recombinase, related to Figure 2. (A) Overview of time and events. Tamoxifen is applied in a 2-hour window (yellow bar) at the early 2-cell stage. Microscopic analyses are carried out prior to (\*), immediately after (\*\*), and 1 hour after tamoxifen treatment (\*\*\*). (B) Representative embryos (rows). Nuclear concentration of CRE was induced at the end of tamoxifen treatment (2<sup>nd</sup>, 3<sup>rd</sup> rows, two different embryos) and decreased to background level within 1 hour after removing tamoxifen (4<sup>th</sup> row).

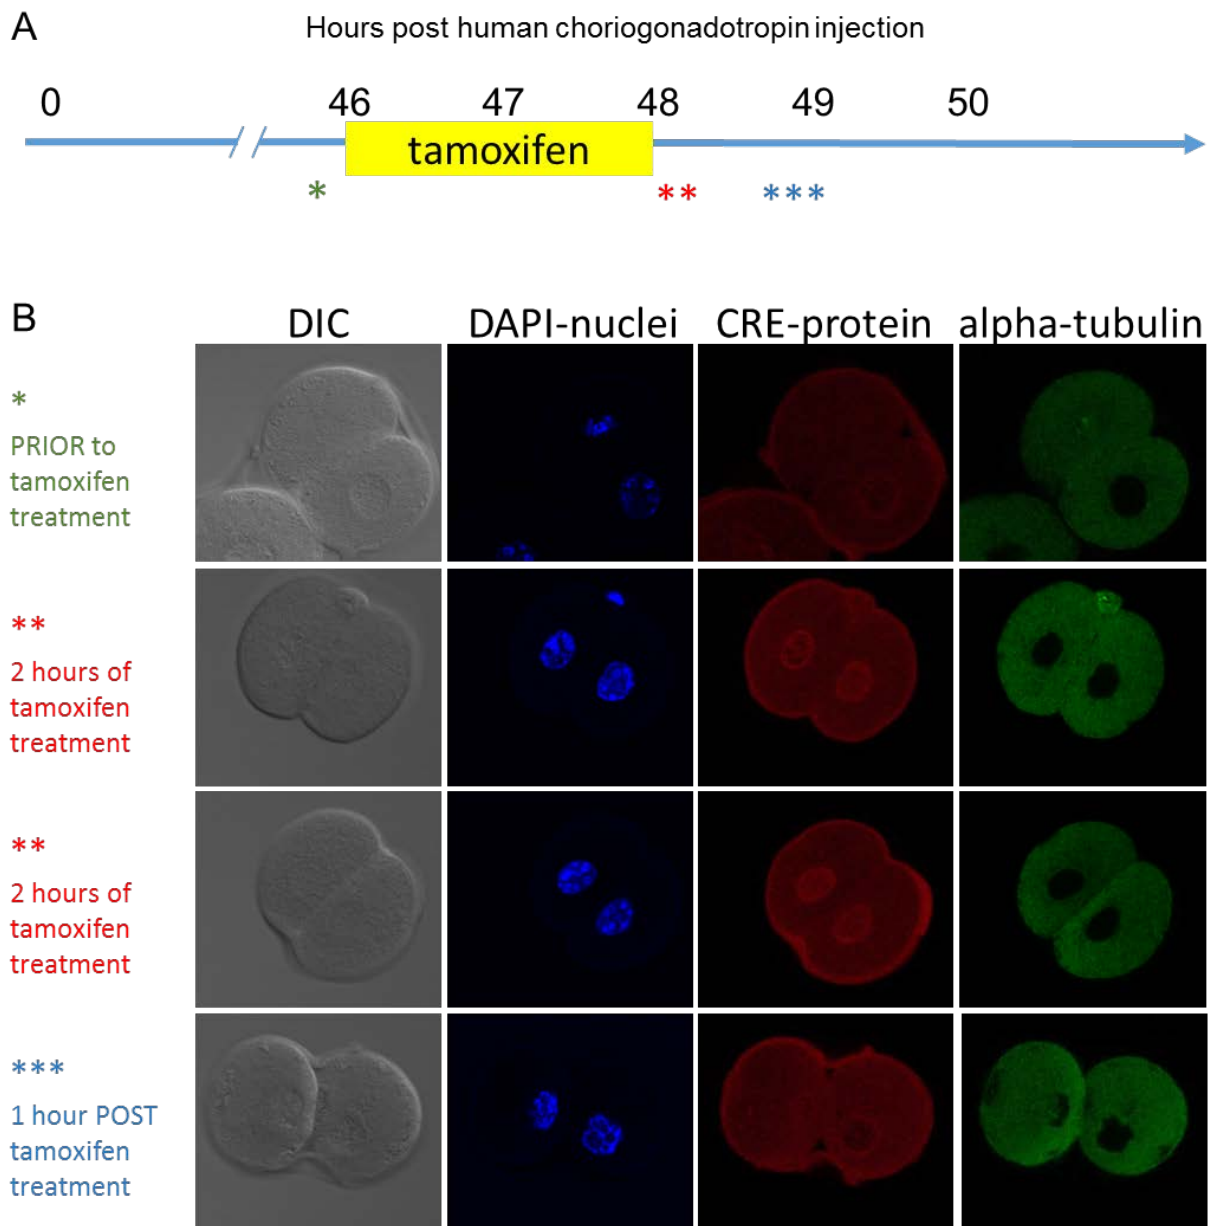

Figure S2. Overview of the single-cell sequencing data, related to Figure 3 and Figure 4. (A) Number of uniquely mapped read pairs (y axis) from each single cell (column). Each single cell is marked with an embryo number (Embryo), a cell number (Cell) and a binary lineage indicator (A or B). N: unresolved. (B) Principle component analysis of lineage resolved blastomeres at 4- (red) and 8-cell stages (green), using all genes with FPKM>1 in a least one blastomere.

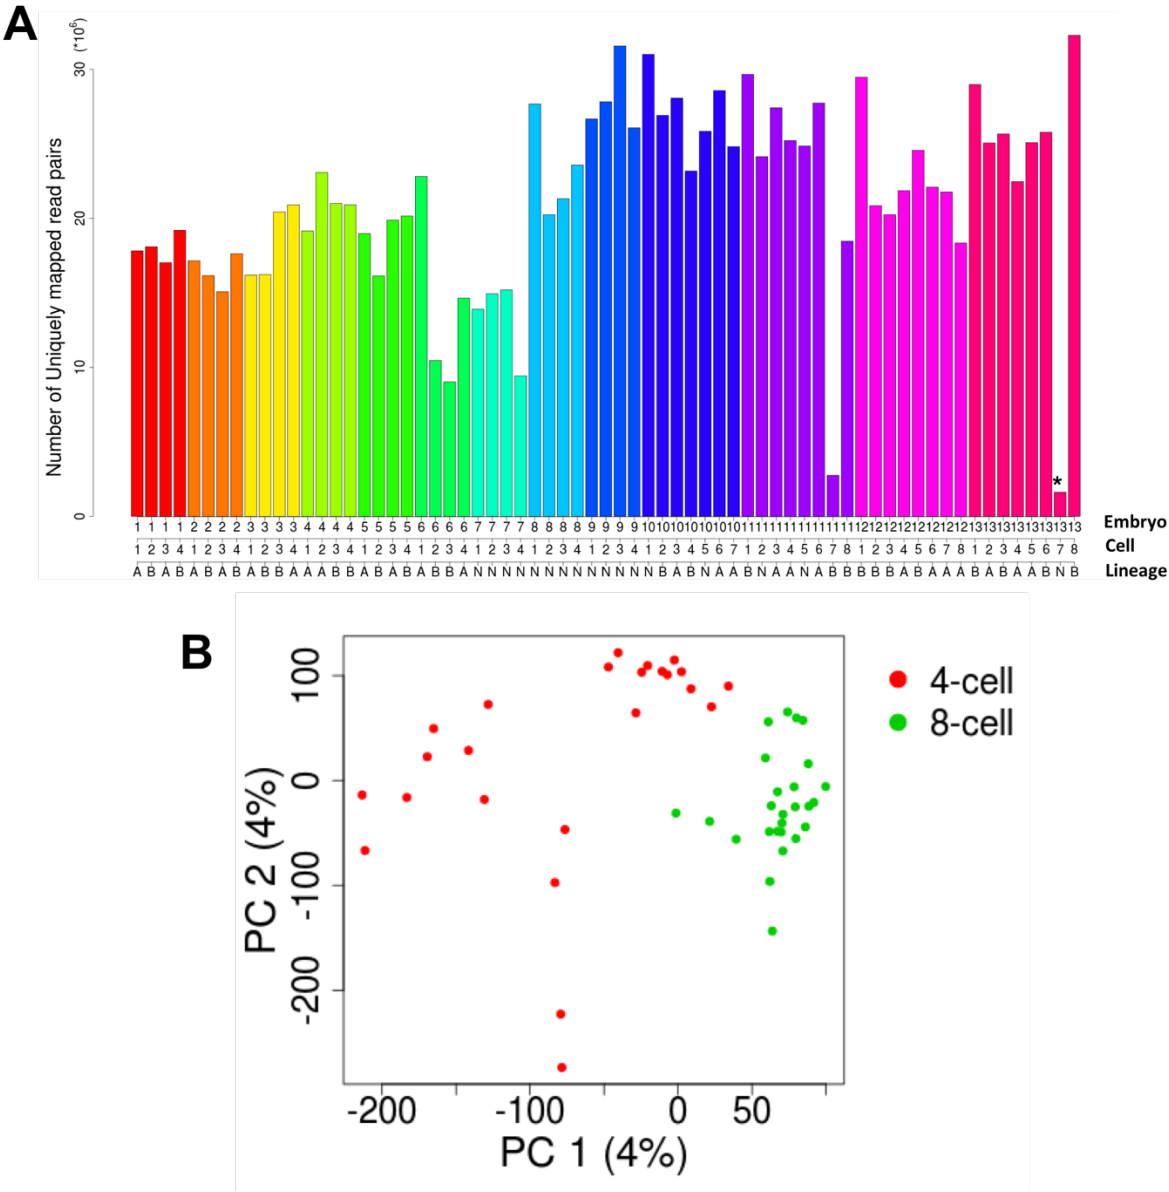

Figure S3. Histogram of TRENIs' q-values derived from tests of equivalent expression between lineages at 4- (A) and 8-cell (B) stages, based from real data (red) and shuffled data (blue), related to Figure 5 and Figure 6. Lower panels: expansion of the range 0 – 0.4 showing difference of real data and shuffled data in the range of small q-values.

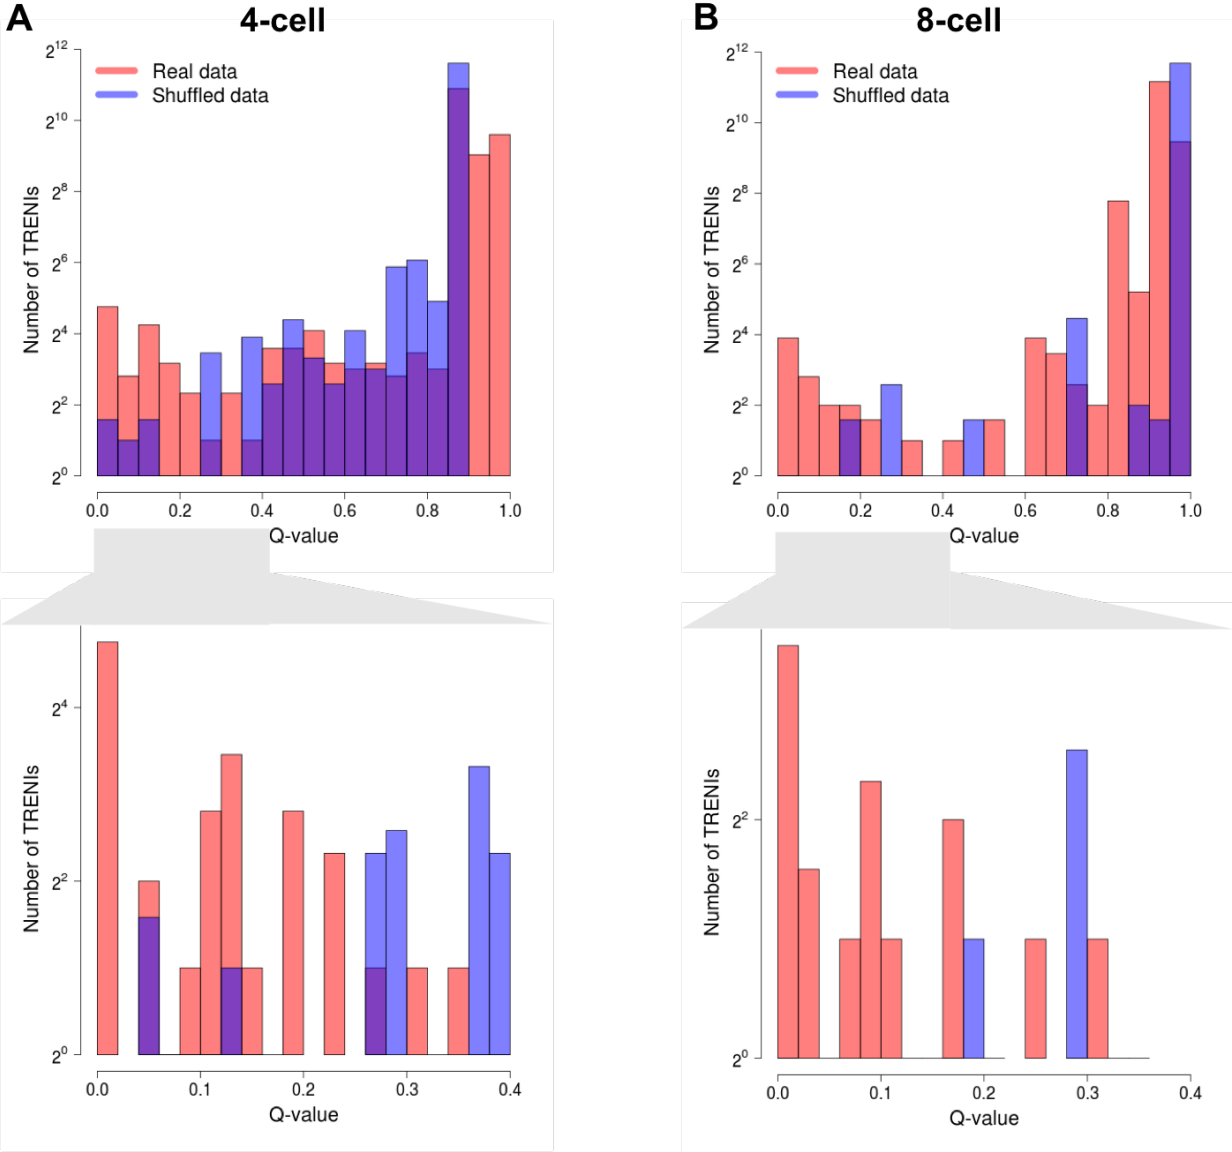

Figure S4. Tests of equivalent expression between lineages for all expressed repeat sequences, related to Figure 5. Repeats' q-values derived from real (red) and shuffled data (blue) exhibited similar histograms, in both 4- (A) and 8-cell (B) stages.

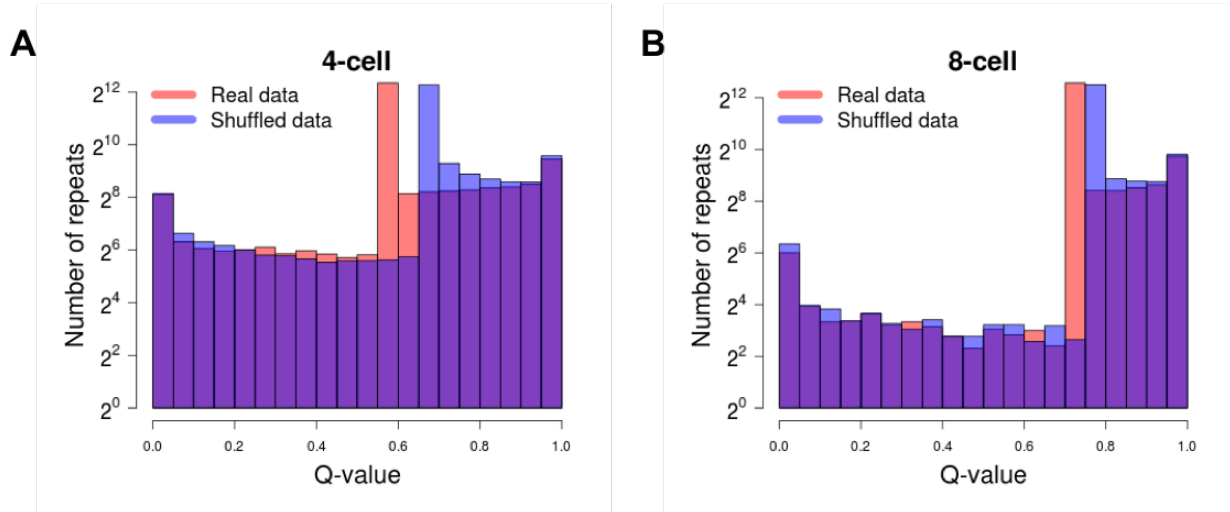

Figure S5. Sensitivity analysis of transposon related novel isoforms (TRENIs), related to Figure 5. Odds ratios between TRENIs and each transposon family (columns), calculated from only the repeat sequences with junction ratio (JR) > 0.9 (blue) were not very different from those calculated from all TRENi embedded repeats (red). Odds ratio was not calculated when the TRENIs of a repeat family were fewer than 20. Vertical bars: 95% confidence intervals.

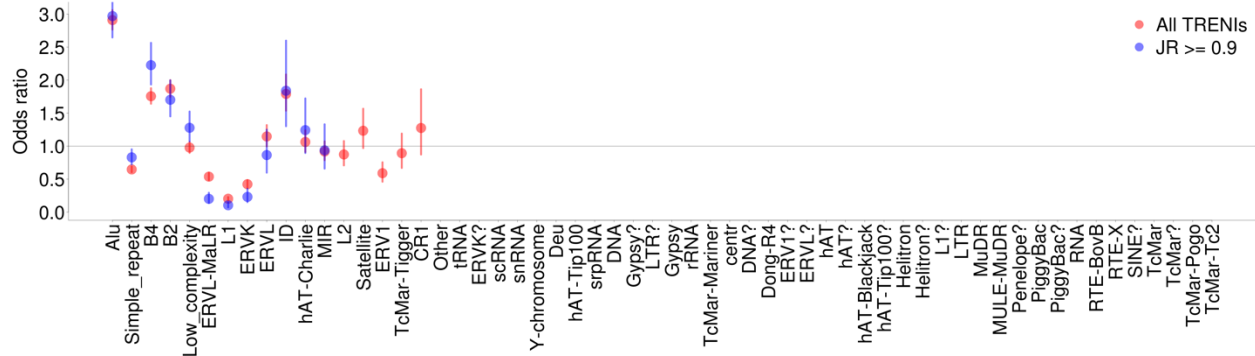

Figure S6. Novel transcript isoforms of *Gata4* and *Khdc1a* containing murine Alu in 5' UTRs, related to Figure 5 and Figure 6. (A) Expression levels of a novel transcript isoform of *Gata4* in 4-cell blastomeres. (B) A novel transcript isoform of *Khdc1a* in 8-cell blastomeres. FPKM (y axis) of every blastomere (column) in each embryo (marked by embryo number in columns). Shaded columns delineate different embryos. The blastomeres of the two lineages are marked with A (red) and B (blue), respectively.

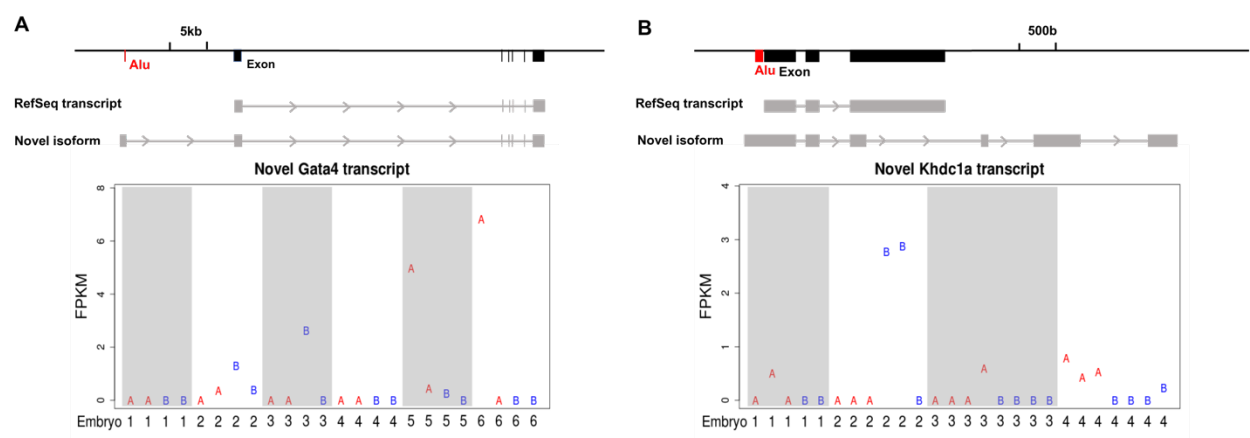

## SUPPLEMENTARY TABLES

Table S1. Summary of Rainbow-seq data from 4-cell stage blastomeres, related to Figure 1, Figure 3, and Figure 4. Each blastomere (row) is indexed by embryonic stage (Stage), embryo number (Embryo), cell number (Cell), cell division lineage (Lineage), the total number of Rainbow-seq reads (# of reads), number (# uniquely mapped) and the percentage (Genome mapping rate) of reads uniquely mapped to the mm10 genome, and the percentage of reads mapped to the mitochondria genome (Mitochondria mapping rate). NA: undetermined.

| Stage  | Embryo | Cell | Lineage | # of reads | # uniquely mapped | Genome mapping rate | Mitochondria mapping rate |
|--------|--------|------|---------|------------|-------------------|---------------------|---------------------------|
| 4-cell | E1     | B1   | A       | 21314126   | 17819219          | 83.60%              | 3.66%                     |
|        |        | B2   | B       | 21985294   | 18088361          | 82.27%              | 4.98%                     |
|        |        | B3   | A       | 20235470   | 17028354          | 84.15%              | 1.47%                     |
|        |        | B4   | B       | 23513067   | 19197409          | 81.65%              | 6.23%                     |
|        | E2     | B1   | A       | 20704467   | 17146739          | 82.82%              | 5.54%                     |
|        |        | B2   | B       | 20058467   | 16160003          | 80.56%              | 7.39%                     |
|        |        | B3   | A       | 18278090   | 15080241          | 82.50%              | 5.29%                     |
|        |        | B4   | B       | 21622583   | 17630799          | 81.54%              | 7.12%                     |
|        | E3     | B1   | A       | 18775617   | 16185096          | 86.20%              | 2.57%                     |
|        |        | B2   | B       | 18793826   | 16228376          | 86.35%              | 3.96%                     |
|        |        | B3   | B       | 23865180   | 20424658          | 85.58%              | 3.30%                     |
|        |        | B4   | A       | 24696310   | 20903704          | 84.64%              | 4.72%                     |
|        | E4     | B1   | A       | 25954803   | 19148778          | 73.78%              | 5.02%                     |
|        |        | B2   | A       | 33404660   | 23079578          | 69.09%              | 6.49%                     |
|        |        | B3   | B       | 29530032   | 21001228          | 71.12%              | 7.07%                     |
|        |        | B4   | B       | 31340190   | 20908747          | 66.72%              | 7.94%                     |
|        | E5     | B1   | A       | 26738657   | 18974243          | 70.96%              | 5.28%                     |
|        |        | B2   | B       | 28170918   | 16139013          | 57.29%              | 30.15%                    |
|        |        | B3   | A       | 28801088   | 19877650          | 69.02%              | 4.79%                     |
|        |        | B4   | B       | 28915622   | 20154724          | 69.70%              | 21.79%                    |
|        | E6     | B1   | A       | 29629536   | 22814400          | 77.00%              | 3.00%                     |
|        |        | B2   | B       | 12599757   | 10457443          | 83.00%              | 6.21%                     |
|        |        | B3   | B       | 10829517   | 9033260           | 83.41%              | 2.13%                     |
|        |        | B4   | A       | 17688808   | 14640436          | 82.77%              | 1.81%                     |
|        | E7     | B1   | NA      | 16610220   | 13908974          | 83.74%              | 12.83%                    |
|        |        | B2   | NA      | 17463191   | 14944165          | 85.58%              | 5.43%                     |
|        |        | B3   | NA      | 18099348   | 15200717          | 83.98%              | 7.91%                     |
|        |        | B4   | NA      | 11109883   | 9425697           | 84.84%              | 6.59%                     |
|        | E8     | B1   | NA      | 32556574   | 27666944          | 84.98%              | 3.47%                     |
|        |        | B2   | NA      | 23739102   | 20243893          | 85.28%              | 2.85%                     |
|        |        | B3   | NA      | 25140202   | 21316100          | 84.79%              | 3.13%                     |
|        |        | B4   | NA      | 28565034   | 23582751          | 82.56%              | 2.94%                     |
|        | E9     | B1   | NA      | 32027811   | 26666074          | 83.26%              | 8.36%                     |
|        |        | B2   | NA      | 36935316   | 27818485          | 75.32%              | 7.19%                     |
|        |        | B3   | NA      | 44737967   | 31564011          | 70.55%              | 8.46%                     |
|        |        | B4   | NA      | 35022576   | 26073115          | 74.45%              | 13.18%                    |

Table S2. Summary of Rainbow-seq data from 4-cell stage blastomeres, related to Figure 1, Figure 3, and Figure 4. Each blastomere (row) is indexed by embryonic stage (Stage), embryo number (Embryo), cell number (Cell), cell division lineage (Lineage), the total number of Rainbow-seq reads (# of reads), number (# uniquely mapped) and the percentage (Genome mapping rate) of reads uniquely mapped to the mm10 genome, and the percentage of reads mapped to the mitochondria genome (Mitochondria mapping rate). NA: undetermined.

| Stage  | Embryo | Cell | Lineage | # of reads | # uniquely mapped | Genome mapping rate | Mitochondria mapping rate |
|--------|--------|------|---------|------------|-------------------|---------------------|---------------------------|
| 8-cell | E10    | B1   | NA      | 35510447   | 30994895          | 87.28%              | 2.55%                     |
|        |        | B2   | B       | 31310655   | 26908056          | 85.94%              | 4.20%                     |
|        |        | B3   | A       | 32364998   | 28069936          | 86.73%              | 3.32%                     |
|        |        | B4   | B       | 26879062   | 23168806          | 86.20%              | 3.03%                     |
|        |        | B5   | NA      | 30026238   | 25835885          | 86.04%              | 2.17%                     |
|        |        | B6   | A       | 33728624   | 28568517          | 84.70%              | 2.24%                     |
|        |        | B7   | A       | 29108703   | 24806968          | 85.22%              | 8.06%                     |
|        |        | B8   | B       | 38092133   | 29663146          | 77.87%              | 5.68%                     |
|        | E11    | B1   | B       | 38092133   | 29663146          | 77.87%              | 5.68%                     |
|        |        | B2   | NA      | 30719208   | 24136791          | 78.57%              | 4.52%                     |
|        |        | B3   | A       | 35052929   | 27408245          | 78.19%              | 7.15%                     |
|        |        | B4   | A       | 34218985   | 25218809          | 73.70%              | 7.74%                     |
|        |        | B5   | NA      | 32137812   | 24846522          | 77.31%              | 7.91%                     |
|        |        | B6   | A       | 33420557   | 27727130          | 82.96%              | 7.07%                     |
|        |        | B7   | B       | 3650871    | 2758113           | 75.55%              | 11.98%                    |
|        |        | B8   | B       | 22651287   | 18476451          | 81.57%              | 10.44%                    |
|        | E12    | B1   | B       | 34015604   | 29465623          | 86.62%              | 3.54%                     |
|        |        | B2   | B       | 24573413   | 20847753          | 84.84%              | 4.69%                     |
|        |        | B3   | B       | 23764288   | 20252119          | 85.22%              | 4.72%                     |
|        |        | B4   | A       | 26254436   | 21857322          | 83.25%              | 4.68%                     |
|        |        | B5   | B       | 29526449   | 24568457          | 83.21%              | 4.23%                     |
|        |        | B6   | A       | 26966760   | 22102352          | 81.96%              | 3.96%                     |
|        |        | B7   | A       | 28616287   | 21771577          | 76.08%              | 5.21%                     |
|        |        | B8   | A       | 22578208   | 18345514          | 81.25%              | 4.97%                     |
|        | E13    | B1   | B       | 34150397   | 28982368          | 84.87%              | 3.90%                     |
|        |        | B2   | A       | 29319315   | 25052456          | 85.45%              | 3.33%                     |
|        |        | B3   | B       | 31016258   | 25656830          | 82.72%              | 4.22%                     |
|        |        | B4   | A       | 26313847   | 22461091          | 85.36%              | 3.46%                     |
|        |        | B5   | A       | 29808796   | 25077571          | 84.13%              | 2.66%                     |
|        |        | B6   | B       | 31502252   | 25769136          | 81.80%              | 3.55%                     |
|        |        | B7   | NA      | 2967324    | 1618930           | 54.56%              | 0.01%                     |
|        |        | B8   | B       | 41717993   | 32283499          | 77.39%              | 5.65%                     |

How the deposited data were processed for this re-analysis (not part of the article)

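The data are Smart-seq2 libraries of single blastomeres from mouse embryos that carry the Brainbow-2.1 cassette. The authors aligned the reads with STAR to mm10, kept the uniquely aligned ones, counted them with HTSeq-count on Refseq genes and on RepeatMasker repeat copies of the UCSC annotation, and deposited 4 tables, a gene table of FPKM values and a repeat table for each stage. The paper's text gives log2(FPKM+1) as the scale of its model and does not state which gene lengths and which total entered the FPKM values. For repeats its text names no unit, and reading the repeat values as FPKM is an assumption. Only thresholds of 0 were used in the text for repeats, so the numbers of copies do not depend on it.

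The stage of each gene table was taken from the paper, whose numbers of genes and of lineage-resolved blastomeres equal the rows and columns of the tables. None of the 100 columns of the 4 tables, 24 or 26 in each, has a name that matches a single sample in the sample labels or in the paper's tables. In each 8-cell table 5 columns are named NA. This is the lineage label of every unresolved blastomere, and it can also stand for a missing name. With these columns the table has as many columns as there are resolved 8-cell blastomeres, and the names alone do not settle which blastomeres they hold. They were kept, and leaving them out was an alternative. Neither the order of the columns nor their values were used to guess the mapping. The 78 samples in the labels were mapped to stage, embryo and lineage, but no column was given to any of them. Each stage was therefore treated as 1 sample, blastomeres were not used as replicates, and values are given per blastomere or as range and median, with a mean only where the paper gives one. The tests set before the data were examined need the embryo and lineage of each blastomere and were not run. These are the nested test of lineage over genes and over repeats, the comparison of lineage A with B over embryos, the similarity of blastomeres of a lineage, the ratio R on the real assignment, and the check that all blastomeres of an embryo share a sex. The transcript isoforms with repeats and the 5-cell and 6-cell embryos were not analysed here.

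Gene identifiers are Entrez numbers. They were matched to the RefSeq annotation of GRCm38.p6, the assembly that mm10 is built on, and 15200 of the 15218 identifiers of the 4-cell table and 15320 of the 15342 of the 8-cell table were found. Exon lengths are the union of the exons of curated transcripts. They were found for 15189 and 15304 genes, and come from a later release than the annotation the authors used. The fragments in the FPKM denominator of each blastomere were estimated from genes with 1 curated transcript. Among the lowest 0.3 of the values, the most frequent value of the denominator that a single fragment would give was taken. This step was tested on simulated data for 17377 genes, and in each of 20 simulated blastomeres per stage it returned the simulated denominator. Most simulated genes kept their exact length, so the simulation could not show how lengths from a later release affect the estimate. By the FPKM values and exon lengths, 75.2% to 95.1% of the fragments of a 4-cell blastomere lay on listed genes. For an 8-cell blastomere the share was 83.4% to 95.5%. The estimated denominator cancels out of these shares. They depend on the exon lengths used and are no check of the denominator. Reads carry no molecular identifiers, so fragments are not independent molecules.

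Genes were called expressed above an FPKM of 1, as in the paper, with thresholds of 0.1 and 5 as alternatives. Principal components were computed from log2(FPKM+1) on the 13604 genes listed in both tables, less those never above 1. The 13041 genes left are not the same set as the 8-cell genes above 1, although the numbers are equal by chance. A gene listed in only 1 of the tables, of which there are 1614 at the 4-cell and 1738 at the 8-cell stage, was left out because it has no value in the other. The alternatives were centring without scaling, genes above 1 in at least 25 of the 50 blastomeres, a pseudocount of 0.1, setting unlisted genes to 0, leaving out the columns named NA, and leaving out 1 blastomere at a time. On simulated data the computation separated the simulated groups on the first component and gave it 32.7% of the variance of 5000 genes, where 31.3% had been simulated for the groups. The simulation was run without scaling, and its group share was larger than the 5.03% between the stages here. It therefore does not test the scaled main setting or a difference as small as this.

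The ratio R was computed only under random assignment. The blastomeres of a stage were assigned 100 times at random to the embryos and lineages of its design, with the group sizes of the resolved blastomeres in the labels, which takes the columns named NA as resolved. On simulated data without any effect the mean R was 0.545 for the 4-cell design and 0.570 for the 8-cell design, against 0.545 and 0.571 from the degrees of freedom, over 10000 genes. The genes named in the text are those the paper names for a lineage difference, a rule set before the data were examined. Gata4 and Khdc1a, for which the paper names only isoforms, were part of that rule and were left out after the data were examined. The top genes of the nested test, also part of that rule, do not exist without the test. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.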

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

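The alternatives that count protein-coding genes only, set unlisted genes to 0, leave out the columns named NA, leave out 1 blastomere at a time or concern R under random assignment, and both thresholds for the totals, were chosen after seeing the data. No value here has a test, and no replicates give a spread, so changes in the number of genes per blastomere were set against the SD between blastomeres, totals against a 1.5-fold change, and the share of genes with R above 0.8 against the SD over the random assignments. The percentages of the principal components were taken as moved by any change.

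The mean number of expressed genes per blastomere fell from 6852 to 5445 at the 4-cell stage and from 6440 to 5298 at the 8-cell stage when the threshold was an FPKM of 5. It stayed within 1 SD between blastomeres with a threshold of 0.1 (7557 and 7045) and with protein-coding genes only. The totals over all blastomeres stayed within 1.5-fold under each alternative run. They ranged from 11248 to 14501 genes at the 4-cell stage and from 11229 to 13845 at the 8-cell stage. The mean was higher at the 4-cell than at the 8-cell stage under every threshold run. Without the 5 8-cell columns named NA, the 8-cell mean was 6261 and the 8-cell total 12490. Every column of the tables is in the main values, so the alternative with all blastomeres adds none.

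PC1 and PC2 together held 15.6% of the variance. They held 19.7% without scaling, 24.7% with genes above 1 in at least 25 of the 50 blastomeres, 17.2% with a pseudocount of 0.1, 14.3% with unlisted genes at 0, 16.6% without the columns named NA, and 14.4% to 16.0% with 1 blastomere left out. The share of PC1 that lay between the stages was 2.03%, and in the same order 0.982%, 3.12%, 0.135%, 1.95%, 0.475%, and 0.602% to 4.23%. The share of PC2 between the stages was 36.3%, and in the same order 52.4%, 16.4%, 33.2%, 44.5%, 35.5%, and 28.7% to 57.0%. The highest of these was reached without the 8-cell blastomere that has 3548 expressed genes and 2.33 M fragments (M stands for mega). The share of all variance between the stages was 5.03%, and 5.96%, 6.47%, 4.82%, 4.85% and 5.09% under the first 5 of these settings. The number of blastomeres where the PC2 ranges of the stages overlapped was 25, and 4, 35, 31, 13 and 24 in the same order. The last of these had fewer blastomeres in all. In each setting the share between the stages was larger on PC2 than on PC1. The cause of the other changes was not tested.

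The median share of genes with R above 0.8 under random assignment was 5.63% at the 4-cell stage and stayed within the SD over the assignments under both alternatives. At the 8-cell stage it was 12.6%, and it was 14.6% among genes above an FPKM of 1 in at least 1 blastomere. The cause of this change was not tested.

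No paired analysis was possible because the columns carry neither an embryo nor a lineage. For the same reason, the alternatives set for the lineage tests, the similarity of blastomeres and the real ratio R were not run, including those that leave out each embryo in turn. In the 8-cell blastomere with 2.33 M fragments, an FPKM of 1 on a gene of median length stands for 6.61 fragments, the fewest of any blastomere. How far depth limits the counts of expressed genes was not tested.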

Differences from the paper's values

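Setting unlisted genes to 0, leaving out the columns named NA or 1 blastomere at a time, the protein-coding genes and the comparisons with Tables S1 and S2 were chosen after seeing the data. The paper gives 8% as the share of variation explained by the first 2 principal components. Computed here from the genes listed in both tables, the share was 15.6%. None of the alternatives set before the data were examined came within 1.5-fold of the paper's value. The share was 19.7% without scaling, 24.7% with genes above an FPKM of 1 in at least 25 of the 50 blastomeres, and 17.2% with a pseudocount of 0.1. Setting unlisted genes to 0 gave 14.3%, leaving out the columns named NA gave 16.6%, and leaving out 1 blastomere at a time gave no less than 14.4%.

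The paper names the stage as a major source of variation in the principal components. Here the share of PC1 that lay between the stages was 2.03%, and that of PC2 was 36.3%. Both depend on the setting and on single blastomeres. The share on PC1 was 0.135% to 3.12% under the alternatives for genes, scaling, pseudocount and the columns named NA, and 0.602% to 4.23% with 1 blastomere left out. The share on PC2 was 16.4% to 52.4% and 28.7% to 57.0% in the same order. The highest PC1 scores, 157 and 117, were those of the 4-cell blastomeres with 3009 and 3699 genes above an FPKM of 1. The highest PC2 score, 89.3, was that of the 8-cell blastomere with 3548. Blastomeres with few genes were not left out together, so how far they set these shares is not known. The paper's statement has no number to set the shares against.

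The paper's 4-cell and 8-cell totals of genes expressed in at least 1 blastomere, in a paragraph that sets an FPKM above 1 as its threshold, are 15218 and 15342. These are the numbers of genes above 0 over all columns. Without the 5 8-cell columns named NA, the second is 14686. Above an FPKM of 1 there were 13576 and 13041. The ratio of these values is under 1.5-fold. The paper calls these genes coding, and 14026 and 14138 of the listed genes are annotated as protein coding in GRCm38.p6. The paper's mean of 6474 genes per 8-cell blastomere compares with 6440 here, and at the 4-cell stage the mean of 6852 was the same.

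The paper names E13 B7 as the 8-cell blastomere that failed its quality control, for fewer than 3 M uniquely mapped read pairs (M stands for mega). In the paper's Tables S1 and S2, 2 blastomeres lie below that number, E13 B7 with 1618930 and E11 B7 with 2758113, and E11 B7 is listed with a lineage. In Table S2 the row E10 B8 holds the same values as the row E11 B1.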

Other observations

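The tests on the 4-cell and the 8-cell blastomeres with few genes were chosen only after their results were seen, as was leaving Gata4 and Khdc1a out of the named genes. The tests of R were set before their results were seen, and the named genes and the sex-linked genes before the data were examined. In every paragraph the embryo and lineage of a blastomere are unknown, so no biological explanation was tested.

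The paper compares its ratio R with beta distributions and reasons from the larger upper tail of R. One hypothesis is that R exceeds these distributions without any lineage difference. With the blastomeres assigned at random to embryos and lineages, at least 3.91% of the 4-cell genes and at least 8.92% of the 8-cell genes had an R above 0.8 in each of 100 assignments. The medians over assignments were 5.63% and 12.6%. The beta distributions named in the main text put 0.8% (beta(1,3)), 0.16% (beta(2,5)) and 1.96% (beta(5,5)) above 0.8. A larger tail than these could therefore arise with neither embryo nor lineage effects. The degrees of freedom alone put the mean R at 0.545 in the 4-cell and 0.571 in the 8-cell design. Simulated data without any effect gave means of 0.545 and 0.570. How much of the tail the degrees of freedom account for was not tested. Random assignment takes the 5 8-cell columns named NA as resolved blastomeres. The legend of Figure 3 names beta(2,2) in place of beta(2,5). It puts 10.4% above 0.8, which is more than the highest value over the random 4-cell assignments for every listed gene, 9.98%, and less than the highest among genes above an FPKM of 1 in at least 1 blastomere, 11.1%. The random 8-cell assignments for every listed gene ran from 8.92% to 17.0%, so 10.4% was below their median of 12.6%. The test has a limit. Random assignment also removes the likeness of blastomeres of one embryo, which would lower R in the real assignment. Read by eye, the bars of Figures 3A and 3B above 0.8 hold a smaller share of genes than any of the random assignments gave. The R of the real assignment was not computed here.

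The distribution of R in Figure 3 has a narrow peak in its middle. A gene seen in a single blastomere has an R that depends on the design alone and not on its expression. In the 4-cell design that R is 0.545 wherever the gene is seen, and in the 8-cell design it is 0.452, 0.506, 0.565, 0.591, 0.646 or 0.65, by the sizes of its embryo and lineage. Of the 4-cell genes 1974, or 13.0% of those listed, were above 0 in exactly 1 blastomere, and of the 8-cell genes 2445, or 15.9%. Under random assignment they made up a median of 61.0% of the 4-cell genes with R from 0.50 to 0.55. This does not decide whether they make the peak, since the design puts all of them in that interval in every assignment. How many other genes lie in it under the real assignment was not computed here. Among the genes seen in 1 blastomere, the estimated median was 23.0 fragments at the 4-cell stage and 2.50 fragments at the 8-cell stage, and 525 and 1080 of them rested on fewer than 1.5 fragments.

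A pair of 4-cell blastomeres had 3009 and 3699 genes above an FPKM of 1, while the other blastomeres had 4939 to 8276. Sequencing depth alone does not account for them. Their FPKM denominators were 9.65 M and 13.3 M fragments (M stands for mega), and the shallowest 4-cell blastomere, with 6.87 M, had 7131 genes. The 2 other blastomeres with fewer fragments than the first had at least 6840 genes, and the 10 with fewer than the second had at least 4939. Of their fragments 75.2% and 81.6% lay on listed genes, below the 85.8% to 95.1% of the others. That left 7.26 M and 10.8 M fragments on genes, more than the 6.11 M of the shallowest blastomere, so a smaller number of fragments on genes does not account for them either. The 100 highest genes held 22.0% and 21.8% of the summed FPKM, within the 17.0% to 24.4% of the others. FPKM is divided by gene length and covers listed genes only. These shares therefore do not decide whether a few genes took most of the fragments. RNA loss, damage to the cell and amplification with few starting molecules remain open and were not tested. These blastomeres had the highest PC1 scores of the 50. In the paper's Table S1, 2 of the lineage-resolved 4-cell blastomeres have more than 20% of reads on the mitochondrial genome. They are the lineage B blastomeres of embryo E5, at 30.15% and 21.79%, against 5.28% and 4.79% for lineage A of that embryo. Which columns hold those blastomeres is not known here.

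At the 8-cell stage, 6 blastomeres had 3548, 4263, 4963, 5106, 5248 and 5391 genes above an FPKM of 1, while the other 20 had 5884 to 8078. Their PC2 scores, in the same order, were 89.3, 66.9, 58.6, 52.5, 43.4 and 45.3, and those of the others were at most 18.3. Their FPKM denominators were 2.33 M, 12.5 M, 15.3 M, 18.5 M, 18.6 M and 18.4 M fragments. Sequencing depth alone does not account for the last 3, since 16 of the other blastomeres had fewer fragments than each of them and at least 6508 genes. Nor does it for the third, with 4963 genes, since the 4 others that had fewer or up to 5% more fragments also had at least 6508 genes. For the first 2, depth stays open, since 0 of the others had fewer fragments. No other technical explanation was tested.

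The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d, summed, fell into separate ranges. At the 4-cell stage, 12 of 24 blastomeres had 14.9, 21.7, 28.4, 38.0, 48.5, 51.5, 54.5, 62.3, 68.5, 69.0, 104 and 125 FPKM. The other blastomeres had 0 in 4 cases and otherwise 0.0129, 0.0138, 0.0194, 0.0246, 0.0365, 0.0426, 0.0445 and 0.0857. At the 8-cell stage, 12 of 26 had 45.3, 59.1, 74.2, 92.9, 96.5, 112, 122, 135, 152, 181, 188 and 190 FPKM, and the others had 0 in 13 cases and 0.0205 in the last. Xist was above 1 in 8 of the 4-cell blastomeres, up to 16.9, and in 14 of the 8-cell blastomeres, up to 25.2. At the 8-cell stage no blastomere had both the Y-linked sum and Xist above 1, and none had both at or under 1. At the 4-cell stage there was 1 blastomere with both above 1, and 5 had both at or under 1. These values would allow the embryo labels to be checked once the columns are matched to embryos.

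The genes that the paper names for the lineages were looked up at the stage they are named for. Gata4 and Khdc1a are not counted, since the paper names only isoforms of them, which were not analysed here. All 10 genes named for the 4-cell stage had a median FPKM above 1. Gtf2f1 (chromosome 17, 57003401 to 57011394 in GRCm38) had a median of 117, with a range from 57.4 to 237, and Eloa (chromosome 4, 136003370 to 136021649) had a median of 47.5, from 20.8 to 130. Fbp2 ranged from 0 to 463, with a median of 110, and was above 0 in 22 of 24 blastomeres. Of the 14 genes named for the 8-cell stage, 11 were matched to a listed gene, while Gm12514, Gm14617 and CT009718.2 were not and have no value here. A median above 1 was reached by 8 of the 11. Smad7 (chromosome 18, 75367365 to 75395935) and Snx15 (chromosome 19, 6119399 to 6132415) were each above 0 in 12 of 26 blastomeres, so their medians are 0, with highest values of 15.4 and 66.6. B4galnt2 had a median of 0.948 and was above 0 in 18 blastomeres, and Bclaf1 (chromosome 10, 20310512 to 20342644) was above 0 in all 26, from 25.4 to 178, with a median of 77.8. The lists of the stages hold different genes, so these values do not compare the stages. At the 4-cell stage Smad7 had a median of 0.0181, and at the 8-cell stage Fbp2, Nup35 and Rbm3 were above 0 in all 26 blastomeres. An FPKM of 0 can be a transcript missed by the library.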
